# A bipolar disorder-associated missense variant alters adenylyl cyclase 2 activity and promotes mania-like behavior

**DOI:** 10.1038/s41380-024-02663-w

**Published:** 2024-07-13

**Authors:** Paromita Sen, Oskar Ortiz, Elena Brivio, Danusa Menegaz, Laura Sotillos Elliott, Ying Du, Clemens Ries, Alon Chen, Wolfgang Wurst, Juan Pablo Lopez, Matthias Eder, Jan M. Deussing

**Keywords:** Bipolar disorder, Neuroscience

## Abstract

The single nucleotide polymorphism rs13166360, causing a substitution of valine (Val) 147 to leucine (Leu) in the adenylyl cyclase 2 (ADCY2), has previously been associated with bipolar disorder (BD). Here we show that the disease-associated ADCY2 missense mutation diminishes the enzyme´s capacity to generate the second messenger 3’,5’-cylic adenosine monophosphate (cAMP) by altering its subcellular localization. We established mice specifically carrying the Val to Leu substitution using CRISPR/Cas9-based gene editing. Mice homozygous for the Leu variant display symptoms of a mania-like state accompanied by cognitive impairments. Mutant animals show additional characteristic signs of rodent mania models, i.e., they are hypersensitive to amphetamine, the observed mania-like behaviors are responsive to lithium treatment and the Val to Leu substitution results in a shifted excitatory/inhibitory synaptic balance towards more excitation. Exposure to chronic social defeat stress switches homozygous Leu variant carriers from a mania- to a depressive-like state, a transition which is reminiscent of the alternations characterizing the symptomatology in BD patients. Single-cell RNA-seq (scRNA-seq) revealed widespread *Adcy2* mRNA expression in numerous hippocampal cell types. Differentially expressed genes particularly identified from glutamatergic CA1 neurons point towards ADCY2 variant-dependent alterations in multiple biological processes including cAMP-related signaling pathways. These results validate *ADCY2* as a BD risk gene, provide insights into underlying disease mechanisms, and potentially open novel avenues for therapeutic intervention strategies.

## Introduction

Bipolar disorder (BD) collectively terms a group of chronic psychiatric disorders characterized by recurrent manic and depressive episodes. With a lifetime prevalence of 1%, BD is a leading contributor to the global burden of disease [1]. This group of mental disorders is accompanied by severely impaired psychosocial functioning and premature mortality [2]. The disease´s pathophysiology and etiology remain largely elusive. However, based on twin and family studies, a heritability of 60–85% has been estimated, which is comparably high among psychiatric disorders, suggesting a significant genetic component that interacts with other factors, such as adverse environmental exposure, to shape the disease risk [3–5]. Genome-wide association studies (GWAS) have identified numerous loci associated with BD over the past years [6–13]. Among these loci, the adenylyl cyclase 2 gene (*ADCY2*) has been identified as a potential risk gene for BD [14], a finding which has been replicated by the latest, and to date largest, BD GWAS meta-analyses [15, 16].

ADCYs are enzymes converting adenosine triphosphate (ATP) into the central intracellular signaling mediator 3’,5’-cyclic adenosine monophosphate (cAMP) and pyrophosphate. Their activity is controlled by heteromeric G proteins. Thereby, these enzymes are capable of integrating signals from various G protein-coupled receptors (GPCRs) which are conveyed onto downstream signaling pathways via the second messenger cAMP [17]. The family of mammalian membrane-bound ADCYs comprises 9 isoforms, which are classified according to their signaling properties. ADCY2, together with ADCY4 and ADCY7, belongs to the group II ADCYs, which are activated by Gαs and Gβγ but insensitive to Ca^2+^/calmodulin (CaM). Similar to all other ADCYs, ADCY2 is expressed in the central nervous system but displays a distinct and broader expression pattern compared to other group II ADCYs [18].

In the past decades, psychiatric research has particularly focused on neurotransmitter- and neuromodulator-related GPCRs as potential risk factors and drug targets for therapeutic intervention [19, 20]. In contrast, ADCYs, which are essential for the generation of the second messenger cAMP, have largely been ignored [21]. This is somewhat surprising as accumulating evidence from human [14, 22–24] and mouse [25–30] studies suggests an involvement of different ADCYs in psychiatric disorders including autism, schizophrenia, depression and BD.

In contrast to the vast majority of disease-associated SNPs, which are intergenic or intronic, one of the BD-associated SNPs - rs13166360 - is located in the 3^rd^ exon of the *ADCY2* gene (Fig. 1a). Hence, it encodes a missense mutation resulting in a Val to Leu substitution at position 147 (Val147Leu) within the 4^th^ transmembrane helix of the first transmembrane domain (Fig. 1b). Among ADCYs, this missense mutation is unique and its functional consequences are unclear. In ADCY2 homologs of different species, Val^147^ is fully conserved. Among other family members, however, it is only found in its closest relative ADCY7 (Fig. 1c). Based on ADCYs´ role as integrators of extracellular signals, it has been proposed that altered ADCY activity might have a more pronounced effect on BD susceptibility compared to functional variation on the level of individual neurotransmitter or neuromodulator receptors which provide a higher degree of redundancy facilitating compensatory processes [14].

**Fig. 1:**
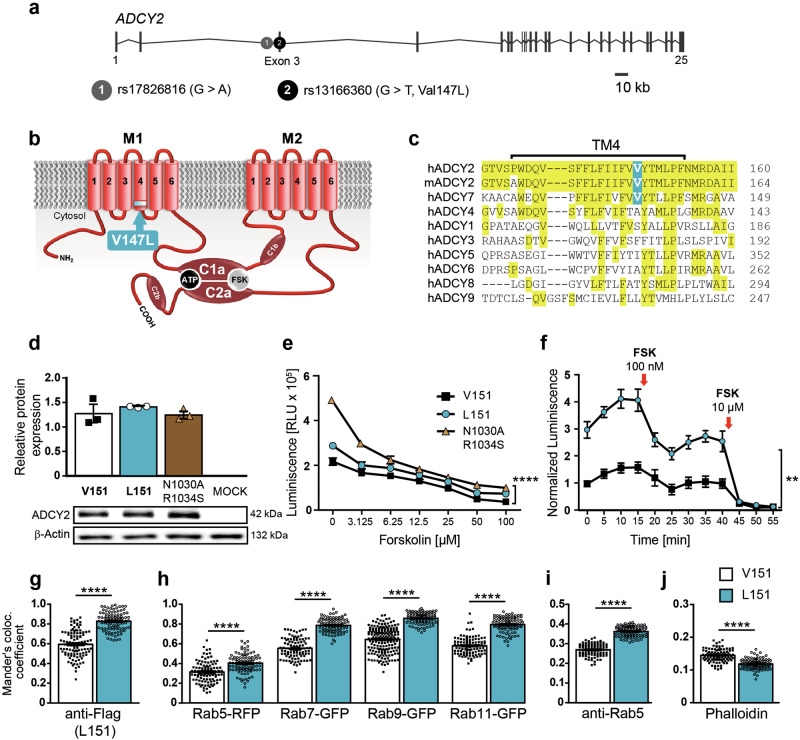
Consequences of Val147Leu substitution on ADCY2 activity and subcellular localization. **a** Organization of human *ADCY2* gene and localization of BD-associated SNPs rs17826816 and rs13166360. **b** rs13166360 causes a Val147 Leu substitution in the 4^th^ transmembrane helix (TM4) of the first transmembrane domain (M1). **c** Alignment of TM4 and adjacent regions of human and murine ADCY2 with human membrane bound ADCY paralogues. **d** Quantification and representative Western blot showing expression levels of ADCY2-V151, ADCY2-L151 and ADCY2-N1030A/R1034S in transiently transfected HEK293 cells (n = 3). **e** Forskolin (FSK) concentration-dependent stimulation of cAMP production by ADCY2 variants compared to the catalytically inactive variant ADCY2-N1030A/R1034S (n = 3; two-way ANOVA, ADCY2 variants: F_(1,14)_ = 127.6, ^****^p < 0.0001, concentration: F_(6,14)_ = 207.9, p < 0.0001, variants × concentration: F_(6,14)_ = 20.18, p < 0.0001). **f** Time course of cAMP production of ADCY2 variants at baseline and following repeated FSK stimulation (n = 3; two-way ANOVA repeated measures, ADCY2 variants: F_(2,3)_ = 98.37, ^**^p = 0.0018, time: F_(2,7)_ = 301^,^ p < 0.0001, variants × time: F_(12,18)_ = 22.17, p < 0.0001). Quantification of co-localization of HA-tagged ADCY2-V151 and HA-tagged ADCY2-L151 with: (**g**) FLAG-tagged ADCY2-L151, (**h**) RFP-tagged Rab5, GFP-tag**g**ed Rab7, Rab9, RAB11, (**i**) endogenous Rab5 and (**j**) phalloidin using Mander’s co-localization co-efficient. In all comparisons, unpaired t test, ^****^p < 0.0001. Each dot represents an individual cell. All data are presented as mean ± s.e.m..

Here we investigated the direct consequences of rs13166360 on ADCY2 function in vitro and in vivo. To validate *ADCY2* as a potential BD risk gene, we used heterologous expression to study protein function and generated a transgenic mouse model carrying the Val to Leu substitution. The latter approach allowed us to interrogate effects of the missense mutation with regards to BD-related endophenotypes and to probe its potential interaction with chronic stress as an environmental risk factor. Finally, we unraveled how the presence of the disease-associated SNP altered the transcriptional landscape in the ventral hippocampus, a brain structure involved in the regulation of emotionality and BD-related behavioral phenotypes.

## Materials and methods

### Cell culture experiments

Expression vectors pcDNA3.1-Adcy2-V151-HA and pcDNA3.1-Adcy2-V151-FLAG were cloned from mouse brain mRNA. pcDNA3.1-ADCY2-L151-HA, pcDNA3.1-ADCY2-L151-FLAG and the loss-of-function variant pcDNA3.1-ADCY2-N1030A/R1034S-HA were generated using the QuikChange II Mutagenesis Kit (Agilent). HEK293 and COS-7 cells were transfected with plasmid DNA using Lipofectamine 3000 according to the manufacturer´s protocol (ThermoFisher Scientific). Protein expression was assessed by Western blot and immunofluorescence. For details, refer to online Supplementary Information. Cell lines, originally purchased from the American Type Culture Collection, are regularly tested for mycoplasma contamination using PCR test.

### cAMP assays

cAMP levels of transfected cells were measured using the NanoBit® Protein:Protein Interaction System (Promega) and the cAMP-Glo^TM^ Assay (Promega) according to the manufacturer´s instructions. Fluorescence and luminescence signals were recorded using TriStar² LB 942 microplate reader. For details, refer to online Supplementary Information.

### Image acquisition and analysis

Images were taken using a Zeiss confocal microscope (LSM800) and digitalized using Zeiss Zen Microscope software and Fiji’s Image J. Image analyses were carried out using Fiji’s Image J and Image J plugin JACoP. Mander’s correlation coefficient was calculated and taken as a measure of the amount of co-localization.

### Animals

All animal experiments were conducted with the approval of and in accordance with the Guide of the Care and Use of Laboratory Animals of the Government of Upper Bavaria, Germany (Az.: 55.2-1-54-2532-142-2015). Mice were group-housed under standard lab conditions (22 ± 1 °C, 55 ± 5% humidity) and maintained under a 12 h light-dark cycle with food and water ad libitum. All experiments were conducted with adult male mice (age: 2–5 months).

### Generation of *Adcy2*^*V151L*^ mice

Mice were generated using CRISPR/Cas9 technology as previously described [31]. 

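Adcy2, which encodes the membrane-bound adenylyl cyclase 2, lies on the minus strand of chromosome 13 of the mouse genome build GRCm38, from 68620043 to 68999541. The GENCODE M21 annotation gives it 1 transcript of 4211 bases with 25 exons and 1095 coding codons. Exon 3 is coding throughout, spans 162 bases from 68887959 to 68888120, and begins with codon 141, so that Val151 falls early in the exon. Codon 151 is GTG and occupies positions 68888088 to 68888090. On the coding strand it is preceded by GTGTCATTCTTCCTCTTCATCATCTTCGTG, the first 30 bases of the exon, and followed by TACACCATGCTTCCCTTCAACATGAGGGAT. Residues 141 to 161 read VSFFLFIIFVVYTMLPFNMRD. Residue 147 of the mouse protein is an isoleucine.
The guide RNA sgAdcy2-a, CCATGCTTCCCTTCAACATG, matches the coding strand within exon 3 from 68888064 to 68888083 and is followed by the PAM AGG. Cas9 cuts 3 bases from the PAM, which for this guide is 21 bases downstream of codon 151. The guide RNA sgAdcy2-b, AGGAAGAATGACACCTGTGG, reads on the opposite strand and runs over the border between intron 2 and exon 3. Of its 20 bases, 14 lie in the exon, from 68888107 to 68888120, and the other 6 pair with CCACAG, which would be the last 6 bases of intron 2 and ends in the AG of a splice acceptor. Its cut would lie 3 bases inside the intron and 33 bases upstream of codon 151, which puts 57 bases between the cuts. Intron sequence was not used here, so the intronic part was placed by extending the match. The guides start 43 bases apart in this placement, and the positions in Supplementary Table 1, which follow another genome build, are also 43 bases apart. The genotyping primer Adcy2-E3-rev, AACAGGTGCTCCTTGGCCCC, lies in the same exon from 68887966 to 68887985.

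**Figure D1:**
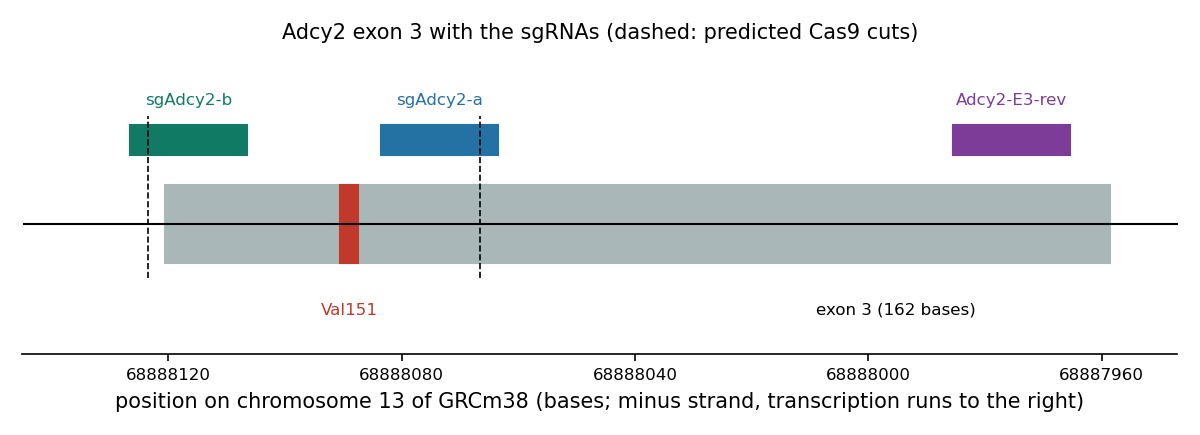
Map of Adcy2 exon 3 on chromosome 13 of GRCm38, drawn so that transcription runs from left to right, with codon 151 in red, the sgRNAs and the reverse genotyping primer as bars above the exon and the predicted Cas9 cuts as dashed lines. The cuts lie on either side of codon 151, at 33 bases upstream and 21 bases downstream, and the upstream cut falls in intron 2.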

Briefly, we designed two specific sgRNAs located 5´ (sgAdcy2-b) and 3´ (sgAdcy2-a) of Val151 in exon 3 of the *Adcy2* gene (Fig. 2a,b**)**. These sgRNAs were co-injected with a single-stranded oligonucleotide (ssODN) as a targeting vector into fertilized C57BL/6 J oocytes. The ssODN contained 2 silent mutations, one that added a restriction enzyme site (*Alu*I) for genotyping purposes and another one that obliterated the PAM sequence (NGG) so that the donor DNA was not cleaved by Cas9 (Fig. 2b). A heterozygous founder carrying the Leu151 mutation was used to establish the *Adcy2*^*V151L*^ line. Genotyping was done by PCR using primers Adcy2-I2-fwd 5´-CCA-CCG-CCA-ATG-CTT-CCT-GC-3´ and Adcy2-E3-rev 5´-AAC-AGG-TGC-TCC-TTG-GCC-CC-3´. For genotype determination, the 323 bp PCR product was either subjected to restriction endonuclease digest with *Alu*I or sequenced. Mice were backcrossed to C57BL/6 N for 5 generations and kept on a mixed C57BL/6 J × C57BL/6 N background. 

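Both guides were also compared with all 141767 annotated mouse transcripts (GENCODE M21, GRCm38, 240334465 bases, both strands). With up to 2 mismatches and the PAM NGG, sgAdcy2-a matched a transcript of 1 gene, Adcy2 itself. The guide sgAdcy2-b, which crosses an exon border in Adcy2, matched 1 gene, Fryl, which encodes a furry-like protein. The Fryl site lies on chromosome 5 of GRCm38 from 73108543 to 73108562, in coding sequence, in exon 17 of the transcript with 63 exons, and differs from the guide at A1G and A13T, counted from the 5′ end of the guide. A PAM of NGG, NNG or NGN added 2 non-coding genes. Gm49774 on chromosome 17 carries a match to sgAdcy2-a with G5C and G20A, from 27552005 to 27552024, next to AGT. Gm48622, a lincRNA on chromosome 13, carries a match to sgAdcy2-b with T9C and G10C, from 54327851 to 54327870, next to AGA. These sequences are those of Off-b1, Off-a3 and Off-b7 in Supplementary Table 1, and no other annotated transcript held a site with up to 2 mismatches under either PAM setting. With 3 mismatches and NGG the number of genes other than Adcy2 rose from 1 to 5. Of the 15 off-targets that the paper lists, 13 differ from their guide at 2 positions and 2 at 1 position, 4 stand next to NGG, and 10 are placed by the paper in a gene. Sites in introns and between genes were not searched here.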

Potential off-target sites were identified using CRISPRscan and Cas-OFFinder allowing up to 2 mismatches [32, 33]. Potential off-target sites on chromosome 13 were amplified and sequenced using primers: Off-a2-1C: 5´-TAA-TGG-AGC-AGG-CCA-CTG-TC-3, Off-a2-1NC: 5´-TGT-CCC-CTC-AGA-ACT-TGA-TGC, Off-b6-1C: 5´-GCT-TGC-TGA-GAA-TGG-CTG-ATG, Off-b6-1NC: 5´-AGC-TGT-GCT-TGA-CTG-ACC-TC-3´, Off-b7-1C: 5´-TAC-CAC-AGG-ATG-GGG-GAA-GT-3´, Off-b7-1NC: 5´-TGA-GTC-CTC-AGA-GCC-CTA-CC-3´.

**Fig. 2:**
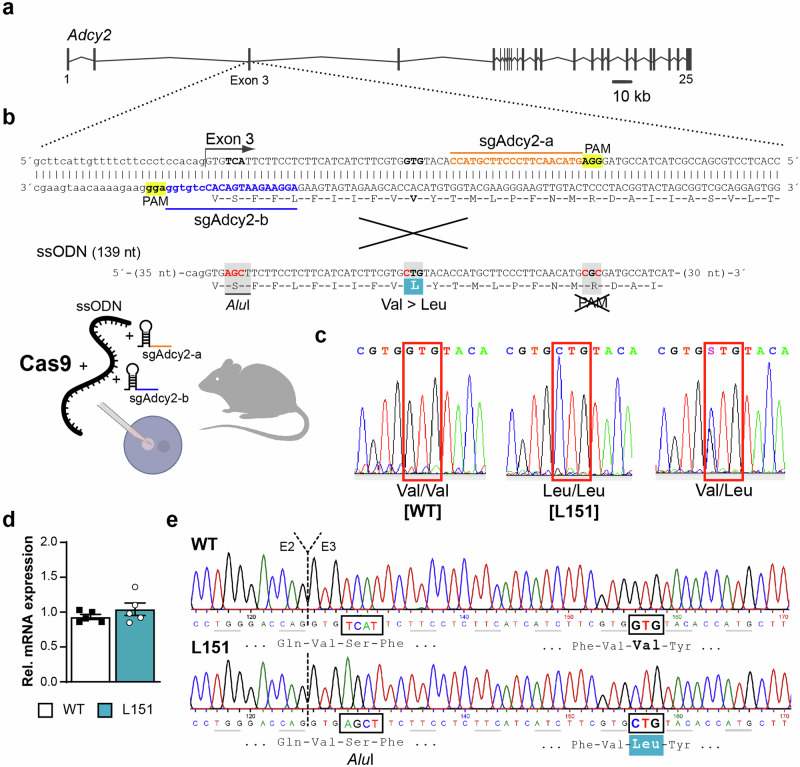
Generation of *Adcy2*^*V151L*^ mice. **a** Organization of the murine *Adcy2* gene. **b** CRISPR/Cas9-based strategy targeting exon 3 using sgRNAs sgAdcy2-a and sgAdcy2-b in combination with a ssODN to replace Val by Leu at position 151. **c** Representative electropherograms depicting possible genotypes of offspring from heterozygous breedings. **d** Quantification of *Adcy2* mRNA expression in the cortex of WT and L151 mice (n = 5 each) by RT-qPCR. **e** Representative electropherograms of *Adcy2* cDNA from WT and L151 mice covering the transition from exon 2 (E2) to exon 3 (E3). Highlighted are the *Alu*I restriction site and the Val151Leu substitution present in L151 mice.

### Chronic social defeat stress (CSDS) paradigm

The chronic social defeat was performed as previously described [34]. For details, refer to online Supplementary Information.

### Behavioral testing

All behavioral tests were performed between 08:00 am and 12:00 pm in a room adjacent to the animal housing room. Independent batches of animals were used for basal behavioral characterization, cognitive assessment, amphetamine treatment, lithium chloride treatment, and chronic social defeat. The behavioral testing was conducted in the following order: open field test, dark-light box, forced swim test. Recording, tracking and scoring of animal behaviors was carried out using the automated video tracking system ANY-maze (ANY-maze 6.18; Stoelting Co, Wood Dale, IL, USA). All tests were performed by an experienced, blinded researcher and according to established protocols. For details, refer to online Supplementary Information.

### Amphetamine-induced hyperlocomotion

Mice were habituated in an OF arena by letting them freely explore the arena for 30 min. The next day, the mice were again introduced to the arena and allowed to freely explore it for 10 min. They were then injected intraperitoneally with amphetamine (4 mg/kg of body weight) or saline solution and placed back in the OF arena, which they were allowed to freely explore for the next 50 min.

### Lithium chloride administration

Lithium chloride (LiCl) was administered via the drinking water (600 mg/l) for 10 days. This dosage was chosen as previously described in the literature [35]. Behavioral testing started between day 10 and day 12, throughout which LiCl was continuously administered.

### Electrophysiology

The influence of the ADCY2 V151L substitution on hippocampal long-term potentiation was conducted as previously described [34]. Patch-clamp experiments were used for recording miniature excitatory postsynaptic currents (mEPSCs) and miniature inhibitory postsynaptic currents (mIPSCs) in the ventral hippocampus. For details, refer to online Supplementary Information.

### Determination of dopamine content by enzyme-linked immunosorbent assay

Brain regions of interest (PFC, striatum, nucleus accumbens, hippocampus) were isolated from freshly dissected brains. Brain tissue was homogenized in sterile PBS and dopamine content was determined using a dopamine ELISA kit (Aviva) according to the manufacturer´s protocol.

### Single cell RNA sequencing (ScRNA-seq)

Single-cell procedures were performed as previously described [36, 37]. For details, refer to online Supplementary Information.

### Gene Ontology Analysis

The gene ontology functional enrichment analysis was performed with g:Profiler (https://biit.cs.ut.ee/gprofiler/gost, version e106_eg53_p16_65fcd97) applying the Kyoto Encyclopedia of Gene and Genome (KEGG) biological pathways as a data source [38].

### Statistical analysis

Statistical analyses were performed using the commercially available software GraphPad Prism v5.0 (GraphPad Software, La Jolla, CA, USA). The sample size was chosen such that with a type 1 error of 0.05 and a type 2 error of 0.2, the effect size should be at least 1.2-fold of the pooled standard deviation. All results are presented as mean ± s.e.m.. All data was tested for normality with Shapiro-Wilk test. Behavioral phenotypic differences between two genotypes were evaluated with Student’s t test (two-tailed). Time-dependent measures were assessed with multi-factorial analysis of variance (ANOVA) with repeated measures. For experiments looking at the effect of pharmacological agents and for CSDS experiments, the effects of genotype and condition on all other behavioral and neuroendocrine parameters were assessed by two factorial ANOVA (two-way ANOVA). Whenever significant main or interaction effects were found by the ANOVAs, Bonferroni post hoc tests were carried out to locate simple effects. Statistical significance was defined as p < 0.05. All data were tested for outliers using Grubbs’ test. Animals were allocated to the experimental groups in a semi-randomized manner and data analysis was performed blinded to the group allocation.

## Results

### Val151Leu substitution in transmembrane domain 1 alters ADCY2 activity and subcellular localization

To test whether the SNP rs13166360 has a direct impact on protein function, we characterized ADCY2 variants with regards to expression, activity and subcellular localization. With the perspective of testing the Val to Leu missense mutation also in vivo, we focused on murine ADCY2, which shares 95% homology with the human protein but harbors an additional 4 amino acids at its N-terminus, shifting Val^147^ of the human protein to position 151 in the mouse ADCY2. We generated N-terminally HA- or FLAG-tagged wild-type (ADCY2-V151) and mutant (ADCY2-L151) variants of murine ADCY2, reflecting the human Val147Leu substitution. In addition, we generated an inactive ADCY2 variant (ADCY2-N1030A/R1034S) as a negative control. To study ADCY2 function by heterologous expression, we chose HEK293 cells as they endogenously express low levels of *ADCY2* mRNA (Supplementary Fig. 1). All three ADCY2 variants showed comparable levels of protein expression in transiently transfected HEK293 cells (Fig. 1d). However, comparison of ADCY2 activity by measuring cAMP production induced by the ADCY agonist forskolin (FSK) revealed reduced basal activity of ADCY2-L151 compared to the wild-type ADCY2-V151 variant as indicated by a significantly higher luminescence measured in the cAMP-Glo^TM^ assay, which is inversely proportional to cAMP levels. Nevertheless, the ADCY2-L151 activity was significantly higher than the background activity of endogenous ADCYs, as revealed by comparison to the inactive ADCY2-N1030A/R1034S variant (Fig. 1e). Similarly, assessment of cAMP production kinetics confirmed a reduced baseline activity of the ADCY2-L151 variant (Fig. 1f). Apart from the difference in baseline activity, the kinetics of cAMP production in response to different FSK concentrations or repeated stimulation thereby was comparable between both variants (Fig. 1e, f).

Since the difference in activity could not be attributed to different levels of protein expression or turnover, we hypothesized alterations in ADCY2 localization or trafficking. To this end, we directly compared the subcellular localization of ADCY2 variants and interrogated their localization in relation to different markers of the endosomal/lysosomal compartment. COS-7 cells were transiently transfected either with an HA-tagged variant of ADCY2-V151 or ADCY2-L151, each combined with a FLAG-tagged variant of ADCY2-L151 (Fig. 1g, Supplementary Fig. 2). Determination of Mander´s co-localization coefficient revealed a decreased degree of co-localization between ADCY2-V151 and ADCY2-L151 compared to the co-localization observed between the HA- and FLAG-tagged ADCY2-L151 variants. Moreover, ADCY2-L151 showed a significantly higher degree of co-localization with fluorescently tagged Rab5, Rab7, Rab9 and Rab11 compared to ADCY2-V151 (Fig. 1h, Supplementary Fig. 2). Similarly, antibody staining of transiently transfected cells for endogenous Rab5 revealed an increased co-localization with the ADCY2-L151 variant (Fig. 1i, Supplementary Fig. 2). In contrast, phalloidin staining of transiently transfected COS-7 cells revealed reduced co-localization of ADCY2-L151 with the plasma membrane compared to ADCY2-V151 (Fig. 1j, Supplementary Fig. 2). Taken together, these findings suggest a redistribution of the ADCY2-L151 variant from the plasma membrane to intracellular compartments.

### Homozygous mutant L151 mice show signs of a mania-like state

Next, we aimed at investigating the in vivo consequences of rs13166360 on mouse behavior. Therefore, we applied CRISPR/Cas9 technology to generate mice carrying the Val151Leu substitution. We used Cas-OFFinder and CRISPRscan [32, 33] to predict potential off-target sites (Supplementary Table 1). Selective amplification and sequencing of predicted off-target sites co-localized with *Adcy2* on chromosome 13, which might escape segregation during meiosis, did not reveal any undesired off-target effects. Breeding of heterozygous mice obtained wild-type *Adcy2*^*V151/V151*^ (WT) and homozygous mutant *Adcy*^*L151/L151*^ (L151) mice at mendelian ratio (Fig. 2a–c). Besides confirming the introduced Val151Leu mutation on the genomic DNA level, we substantiated equal expression levels of Ady2-WT and Adcy2-L151 mRNA in WT and L151 mice (Fig. 2d, e). Homozygous mutant L151 mice did not show any gross abnormalities.

*Adcy2*^*V151L*^ mice were tested in a battery of behavioral paradigms to assess locomotion, exploratory and anxiety-related behavior, stress-coping strategies and cognitive performance. First, we assessed general activity and habituation to a novel environment over a period of 96 hours. In particular in the first two dark phases, L151 mice showed significantly higher activity compared to WT littermates (Fig. 3a). In the open field test (OFT), the distance traveled was not different between WT and L151 littermates. However, L151 mice entered the inner zone more often and spent more time in the center compared to WT mice (Fig. 3b). L151 mice also spent more time in the lit zone of the dark-light box (DaLi) (Fig. 3c). To further investigate object directed exploratory behavior, *Adcy2*^*V151L*^ mice were subjected to a novel object exploration (NOE) test. L151 mice showed increased time exploring the novel object and a trend towards more entries to the object zone (Fig. 3d). In the forced swim test (FST), L151 mice showed more active stress-coping behavior compared to WT littermates as indicated by decreased floating and increased swimming (Fig. 3e). To assess cognitive performance, *Adcy2*^*V151L*^ mice were subjected to the Morris water maze (MWM), showing that L151 mice were slower learners compared to their WT littermates (Fig. 3f) and displayed deficits in long-term memory as indicated by the reduced time spent in the target quadrant at day 7 (Fig. 3f). In view of the reduced performance in the MWM, we additionally evaluated hippocampal long-term potentiation (LTP) at CA3-CA1 synapses. Sixty minutes after high-frequency stimulation, L151 mice showed a significant decrease in LTP compared to their WT littermates (Fig. 3g). In summary, L151 mice revealed typical signs reminiscent of a mania-like state observable in rodent mania models as reflected by delayed ambulatory habituation to a novel environment, enhanced exploratory drive and cognitive deficits.

**Fig. 3:**
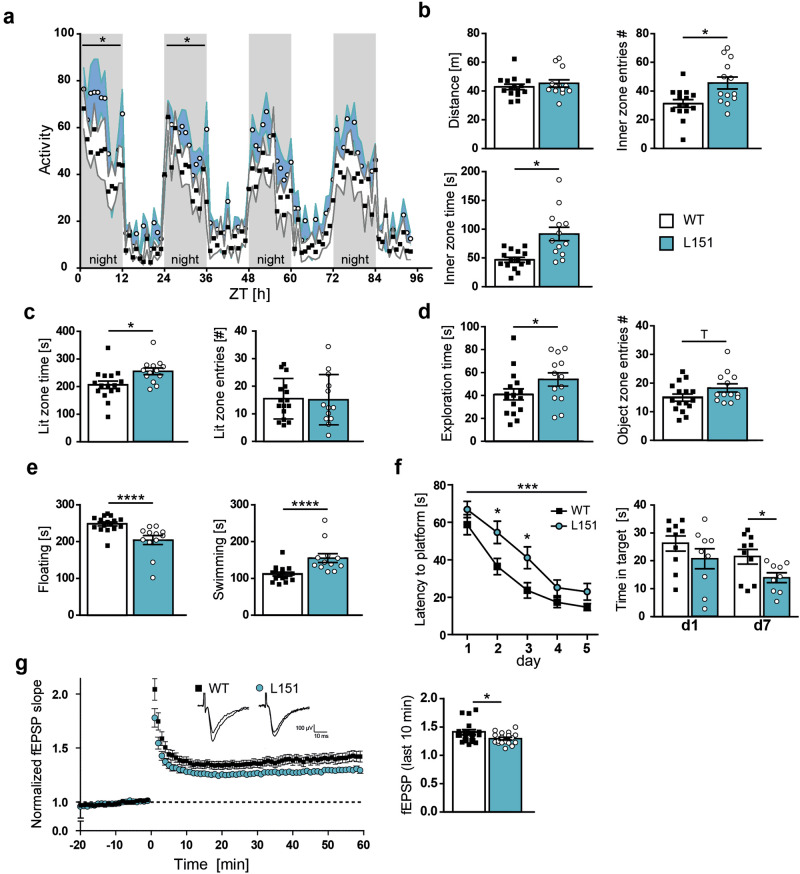
Behavioral assessment of L151 mice reveals signs of mania-like behavior and cognitive deficits. **a** Locomotor activity during adaptation to a novel home cage (WT n = 8, L151 n = 9; two-way ANOVA repeated measures, 1^st^ dark phase: genotype: F_(1,15)_ = 4.748, ^*^p = 0.0457, time: F_(2, 32)_ = 5.468, p = 0.006, genotype × time: F_(9,120)_ = 0.8536, p = 0.5687; 2nd dark phase: genotype: F_(1,14)_ = 5.215, ^*^p = 0.0385, time: F_(5,75)_ = 12.54, p < 0.0001, genotype × time: F_(11,154)_ = 0.9820, p = 0.4652). **b** Distance traveled, number of entries into (unpaired *t* test, ^*^p = 0.0199^)^ and time spent in the inner zone (unpaired t test, ^*^p = 0.035) of the open field test. **c** Time spent in and number of entries into the lit zone of the dark-light box (unpaired t test, ^*^p = 0.0344^)^. **d** Exploration of the object (unpaired t test, ^*^p = 0.0227) and object zone entries (unpaired t test, ^T^p = 0.087) in the novel object exploration test (**b–d**: WT n = 16, L151 n = 13). **e** Time spent floating and swimming in the forced swim test (WT n = 16, L151 = 12; unpaired t test, floating and swimming time: p < 0.0001 for both). **f** Latency to find the platform in the Morris water maze test (WT n = 10, L151 n = 9; two-way ANOVA repeated measures, genotype: ^***^p = 0.0003, F_(1,17)_^=^ 20.33, Bonferroni multiple comparisons test: day 2: ^*^p = 0.0478, day 3: ^*^p = 0.0187) and time spent in the target quadrant during memory retrieval (unpaired t test, ^*^p = 0.0325). **g** LTP at CA3-CA1 synapses in dorsal hippocampal slices from WT and L151 mice (n = 17 slices from 5 WT mice and 18 slices from 5 L151 mice; unpaired t test, ^*^p = 0.0298). Representative recording traces depict fEPSPs before and 60 min after LTP induction. All data are presented as mean ± s.e.m..

### L151 mice are more reactive to amphetamine, responsive to lithium treatment and show a shifted excitatory/inhibitory balance

Another characteristic mania-like behavior in animal models of BD is a hypersensitivity towards amphetamine [39]. As expected, amphetamine treatment (4 mg/kg) induced a strong increase in locomotor activity in *Adcy2*^*V151L*^ mice compared to saline treated animals. However, L151 mice showed an augmented response to amphetamine as indicated by enhanced locomotion compared to WT mice (Fig. 4a). Considering the difference in amphetamine sensitivity, we assessed dopamine (DA) levels in the prefrontal cortex (PFC), striatum (STR), nucleus accumbens (NAc) and hippocampus (HIP) of *Adcy2*^*V151L*^ mice 90 min after amphetamine application. Amphetamine treatment generally resulted in increased DA levels compared to saline treatment. Again, L151 mice displayed a stronger response to amphetamine as indicated by significantly increased dopamine levels in the PFC, striatum and hippocampus compared to WT mice (Fig. 4b).

**Fig. 4:**
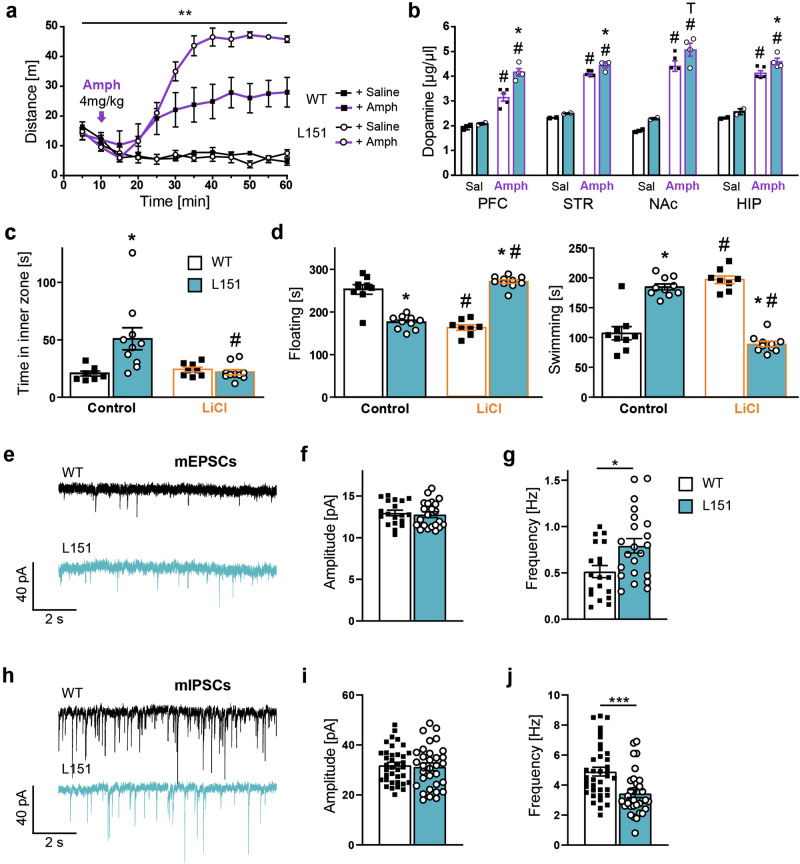
L151 mice show amphetamine hypersensitivity, lithium chloride responsiveness and a shift towards more synaptic excitation. **a** Locomotor activity following amphetamine treatment (WT n = 11, L151 n = 9; one-way ANOVA repeated measures, genotype: F_(3,7)_ = 8.1386, ^**^p = 0.0014). **b** Assessment of dopamine content in the prefrontal cortex (PFC), striatum (STR), nucleus accumbens (NAc) and hippocampus (HIP) following amphetamine treatment (WT n = 3; L151 n = 3; two-way ANOVA; PFC: genotype: F_(1,21)_ = 6.167, p = 0.0091, treatment: F _(1,21)_ = 21.63, p < 0.001, genotype × treatment: p = 23.514; STR: genotype: F_(1,21)_ = 8.914, p = 0.0141, treatment: F_(1,21)_ = 13.615, p = 0.010, genotype × treatment: F_(1,21)_ = 21.631, p = 0.017; NAc: genotype: F_(1,22)_ = 9.762, p = 0.610, treatment: F_(1,22)_ = 12.218, p = 0.012, genotype × treatment: F_(1,22)_ = 21.426, p = 0.047; HIP: genotype: F_(1,21)_ = 10.21, p = 0.0493, treatment: F_(1,21)_ = 6.514, p = 0.0121, genotype × treatment: F_(1,21)_ = 11.426, p = 0.0521). **c**, **d** Behavioral assessment of WT and L151 mice following 2 weeks of LiCl treatment (WT control n = 8, L151 control n = 10, WT LiCl n = 9, L151 LiCl n = 10). **c** Time spent in the inner zone of the open field test (two-way ANOVA, genotype: F_(1,31)_ = 8.641, p = 0.0062, treatment: F_(1,31)_ = 6.763, p = 0 .0141, genotype × treatment: F_(1,31)_ = 13.29, p = 0.001). **d** Time spent floating (two-way ANOVA, genotype: F_(1,33)_ = 4.530, p = 0.0409, treatment: F_(1,33)_ = 0.1745, p = 0.6788, genotype × treatment: F_(1,33)_ = 324.1, p < 0.0001) and swimming (two-way ANOVA, genotype: F_(1,33)_ = 169.4, p = 0.0409, treatment: F_(1,33)_ = 0.1745, p = 0.6788, genotype × treatment: F_(1,33)_ = 169.4, p < 0.000) in the forced swim test. **e** Representative traces, (**f**) amplitude and (**g**) frequency (unpaired t test, p = 0.0108) of patch-clamp recordings in the ventral hippocampus of miniature excitatory postsynaptic currents (mEPSCs; WT: n = 5 mice, 19 cells; L151: n = 4 mice, 22 cells). h Representative traces, (**i**) amplitude and (**j**) frequency (unpaired t test, p = 0.0005) of patch-clamp recordings in the ventral hippocampus of miniature inhibitory postsynaptic currents (mIPSCs; WT: n = 4 mice, 37 cells; L151: n = 4 mice, 32 cells). Bonferroni post hoc tests in (**b**–**d**): ^T^p = 0.0531, ^*^significantly different from WT of the same condition, p < 0.05; ^#^significantly different from the basal condition of the same genotype, p < 0.05. All data are presented as mean ± s.e.m..

Lithium is a commonly prescribed mood stabilizer for the treatment of mania, which is also able to reverse many of the behavioral abnormalities observed in genetic mouse models of mania [35]. Therefore, we assessed whether the mania-like state presented by homozygous mutant *Adcy2*^*V151L*^ mice could be reversed by lithium treatment. At first place, we confirmed previously observed signs of mania-like behavior in the untreated control group of L151 mice, i.e., increased inner zone time in the OFT (Fig. 4c) and decreased immobility as well as increased swimming in the FST (Fig. 4d). In the LiCl treated group, a normalization of behaviors of L151 mice was observed, which reached the level shown by untreated WT mice in the OFT (Fig. 4c) and in the FST (Fig. 4d).

A shift in the excitatory and inhibitory (E/I) synaptic balance has been suggested as a potential pathomechanism in BD, particularly playing a role in the manic phase [40]. Therefore, we recorded AMPA receptor-mediated miniature excitatory postsynaptic currents (mEPSCs) in CA1 pyramidal neurons of the ventral hippocampus (Fig. 4e). While the amplitude of mEPSCs was comparable between genotypes, the frequency was significantly increased in L151 compared to WT mice (Fig. 4f, g). We additionally recorded GABA_A_ receptor-mediated miniature inhibitory postsynaptic currents (mIPSCs) in WT and L151 mice (Fig. 4h). These measurements again revealed a comparable amplitude of recorded mIPSCs, but a significantly decreased frequency in L151 compared to WT mice (Fig. 4i, j).

The altered frequency of mEPSCs and mIPSCs suggest alterations in synaptic release probabilities. Therefore, we investigated the expression of the synaptic vesicle protein synapsin 1 (SYN1) as a presynaptic marker. Quantification of SYN1 levels by immunofluorescence in different subfields of the ventral hippocampus did not reveal any difference between WT and L151 mice with regards to SYN1 expression levels (Supplementary Fig. 3).

Together, with the enhanced reactivity to amphetamine and responsiveness to LiCl, the shift of the E/I balance towards increased excitation supports the notion that L151 mice present a mania-like state.

### Chronic social defeat stress induces a switch from a mania- to a depressive-like state in L151 mice

Like most psychiatric disorders, BD involves genetic and environmental factors underlying its etiology. Particularly, the exposure to stressful life events is one factor that has been linked to the development of BD [41–43]. Therefore, we tested the behavioral consequences of chronic social defeat stress (CSDS) in *Adcy2*^*V151L*^ mice. Following 3 weeks of CSDS, *Adcy2*^*V151L*^ mice showed increased adrenal gland (Fig. 5a) and decreased thymus (Fig. 5b) weight independent of genotype, indicating the general efficiency of the CSDS. Similarly, exposure to CSDS entailed clear signs of social-avoidance behavior (Fig. 5c). In the OFT, stressed mice showed overall reduced locomotor activity independent of genotype (Fig. 5d). In the control group, L151 mice showed again signs of mania-like behavior as indicated by increased time spent in the center and an increased number of entries to the center of the OFT. However, while the performance of the stressed WT mice was indistinguishable from WT control mice, L151 mice displayed a significant reduction in the time spent in the inner zone (Fig. 5e) and in the number of entries to the inner zone of the OFT (Fig. 5f). Similarly, L151 mice responded to CSDS with reduction of the time spent in the lit zone of the DaLi box (Fig. 5g). Finally, we subjected *Adcy2*^*V151L*^ mice to the FST. Once more, we confirmed the previously observed enhanced active stress-coping behavior of L151 mice in the FST indicated by decreased floating and increased swimming time compared to WT littermates. Interestingly, L151 mice responded to CSDS by enhanced passive stress-coping behavior in comparison to unstressed L151 mice and WT littermates as reflected by increased floating (Fig. 5h) and decreased swimming (Fig. 5i) time. Taken together, the findings from the CSDS paradigm suggest a stress-induced switch from a mania- to a depressive-like state.

**Fig. 5:**
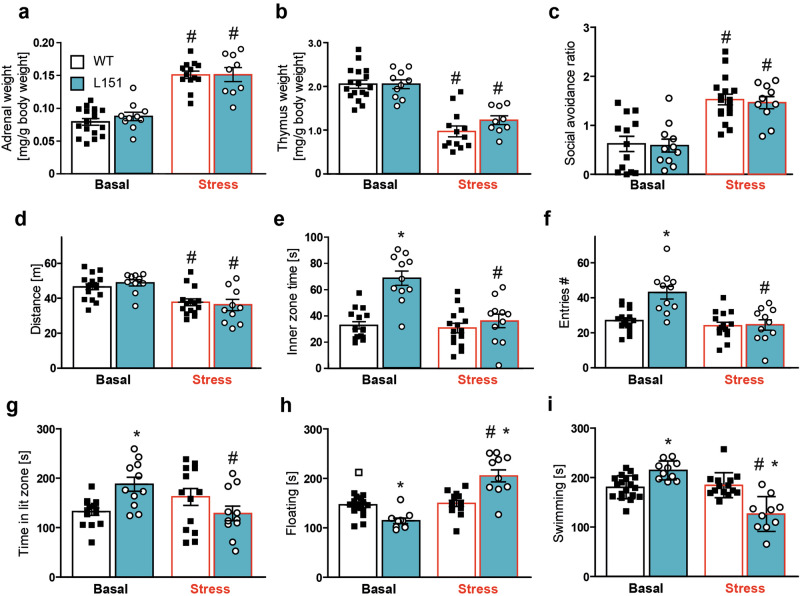
L151 mice show a switch in their behavioral state in response to chronic social defeat stress. **a–c** Validation of efficiency of chronic social defeat stress (CSDS) paradigm. Adrenal weight (**a**) (two-way ANOVA, stress: F_(1,45)_ = 99.06, p < 0.001), thymus weight (**b**) (two-way ANOVA, stress: F_(1,45)_ = 76.27, p < 0.001) and social avoidance ratio (**c**) (two-way ANOVA, stress: F_(1,47)_ = 43.88, p < 0.0001) of *Adcy*^*V151L*^ mice subjected to the CSDS. Distance traveled (**d**) (two-way ANOVA, stress: F_(1,49)_ = 24.33, p < 0.001), time spent in the inner zone (**e**) (two-way ANOVA, genotype: F_(1,48)_ = 32.97, p < 0.001, stress: F_(1,48)_ = 23.88, p < 0.001, genotype × stress: F_(1,48)_ = 19.02, p < 0.001) and entries to the inner zone (**f**) (two-way ANOVA, genotype: F_(1,50)_ = 11.56, p = 0.0013, stress: F_(1,50)_ = 19.72, p < 0.001, genotype × stress: F_(1,50)_ = 10.25, p = 0.0024) of the open field. **g** Time spent in the lit zone of the dark-light box (two-way ANOVA, genotype: F_(1,47)_ = 0.6375, p = 0.4286, stress: F_(1,47)_ = 1.142, p = 0.2906, genotype × stress: F_(1,47)_ = 10.73, p < 0.002). Time spent floating (**h**) (two-way ANOVA, genotype: F_(1,48)_ = 2.437, p = 0.1250, stress: F_(1,48)_ = 39.05, p < 0.001, genotype × stress: F_(1,48)_ = 34.55, p < 0.001) and swimming (**i**) in the forced swim test (two-way ANOVA, genotype: F_(1,48)_ = 2.972, p = 0.0912, stress: F_(1,48)_ = 33.15, p < 0.001, genotype × stress: F_(1,48)_ = 40.31, p < 0.0001). Groups: WT basal n = 16-17, L151 basal n = 10–14, WT stressed n = 10–15, L151 stressed n = 9–11. Bonferroni post hoc tests in (**a-i**): p < 0.05. ^*^significantly different from WT of the same condition, p < 0.05; ^#^significantly different from the basal condition of the same genotype. All data are presented as mean ± s.e.m..

### ScRNA-seq uncovers Val151Leu-dependent transcriptional and cellular alterations in the ventral hippocampus

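The single-cell data come from the ventral hippocampus of adult male mice, dissociated with papain and captured in droplets with the 10x Genomics 3′ chemistry, in which each captured RNA molecule carries a unique molecular identifier (UMI) that is counted once. The paper states an age of 10 to 12 weeks and the sample labels 11 to 12 weeks. Of 2 mice per genotype, the study excluded 1 sample each, which leaves 1 WT and 1 L151 library. The authors counted UMIs with Cell Ranger 3.0.2 on the mm10 genome according to the submitters' processing notes, removed doublets, blood cells and droplets with fewer than 320 or more than 5000 genes or over 25% mitochondrial content, and clustered the remaining cells with Seurat 3.1.3. The deposited table used here lists these cells with their library, cluster and main cell type, their UMI and gene counts and their percentage of mitochondrial UMIs. Counts per gene were not analysed here.
The WT library holds 4055 cells with 22049587 UMIs in total, and the L151 library 4422 cells with 22276085 UMIs. WT cells had a median of 4621 UMIs and 2073 genes, and L151 cells a median of 4272.5 UMIs and 1978.5 genes. The paper gives about 350000000 reads per sample, and all values here use the UMIs of the cells that were kept. For every main cell type the share of each library's cells was taken with its exact Clopper-Pearson 95% interval, and the shares were compared as the L151/WT ratio. The interval of the ratio follows from the exact binomial interval of the L151 part of the type's cells. These intervals cover counting error only. With 1 library per genotype there is no estimate of the spread between mice, so no test was made and a difference between the libraries cannot be separated from a difference between 2 dissections. All directions follow the genotype column of the deposited table.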

To resolve the cellular expression of *Adcy2* mRNA and to assess whether the Val151Leu missense mutation has any impact on downstream gene expression, we performed scRNA-seq on the ventral hippocampus (vHPC) of WT and L151 mice as previously described [36, 37]. We focused on the vHPC as a brain structure central for the regulation of emotionality which is potentially involved in BD-related behavioral phenotypes. Using the droplet-based 10x Genomics system, we collected 8477 individual cells that passed our quality control and identified 33 clusters belonging to 17 main cell types (Fig. 6a, Supplementary Fig. 4, Supplementary Fig. 5). Furthermore, we found that *Adcy2* mRNA is broadly expressed as it was detectable in various neuronal, glial and epithelial cells of the vHPC (Fig. 6b). 

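In the deposited table the 8477 cells divide into 5360 non-neuronal and 3117 neuronal cells. Astrocytes are the largest main cell type with 2352 cells, followed by oligodendrocytes, the myelin-forming glia, with 1204 and by DG, CA1 and CA3 glutamatergic neurons, the principal cells of the hippocampal subfields, with 1109, 1063 and 675 cells. There are 640 endothelial cells and 601 microglia. The 17 main cell types are unequal in size, and the smallest are macrophages with 48 cells and OPCs with 28. Neurons make up 39.3% of the L151 library (95% interval 37.8 to 40.7%) and 34.0% of the WT library (32.6 to 35.5%). Both libraries contribute cells to each of the 33 clusters. Depth varies by type: ependymal cells, the ciliated lining of the ventricles, had median UMIs of 9593.5 in L151 and 9303 in WT, and meningeal cells 929 and 949. Of the 33 clusters, 10 have a median under 1000 genes per cell.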

To evaluate the impact of the ADCY2 missense mutation onto the transcriptional state of vHPC cell types, we performed differential gene expression analysis between WT and L151 conditions. 

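The study compared expression within clusters that hold at least 25 cells of each genotype. Of the 17 main cell types in the deposited table, 13 meet this minimum. OPCs, macrophages, Cajal Retzius neurons and vascular cells do not, with 5 WT cells for OPCs, 22 L151 cells for macrophages, 20 L151 cells for Cajal Retzius neurons and 21 WT cells for vascular cells. Granule neuroblasts, the immature neurons of the dentate gyrus, pass with 39 L151 and 40 WT cells. At the level of the 33 clusters, 28 have at least 25 cells of each genotype. Adcy2 counts per cell were not analysed here.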

In accordance with previous bulk protein expression experiments, *Adcy2* mRNA itself was not differentially expressed between cells derived from WT and L151 mice in any of the identified clusters (considering clusters with > 25 cells/cluster, Fig. 6c). 

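CA1 glutamatergic neurons had the widest gap in depth between the libraries among the main cell types, with a median of 1714 UMIs per cell in L151 and 4240 in WT, a ratio of 0.404. Among the other types with at least 25 cells of each genotype, CA3 glutamatergic neurons followed with 3873 and 4869 UMIs, a ratio of 0.795. Oligodendrocytes had a ratio of 0.896, astrocytes 0.921, microglia 0.885, OPC-COP 0.908, endothelial cells 1.03 and DG glutamatergic neurons 1.08. Without the CA1 cluster Neu_CA1_2, left out after its values were seen, the CA1 ratio was 0.981. With at least 1000 genes per cell it was 1.04. This minimum removes 49.1% of L151 and 24.8% of WT CA1 cells. Cells with few genes also have few UMIs, so both shifts toward 1 are partly built in.

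**Figure D2:**
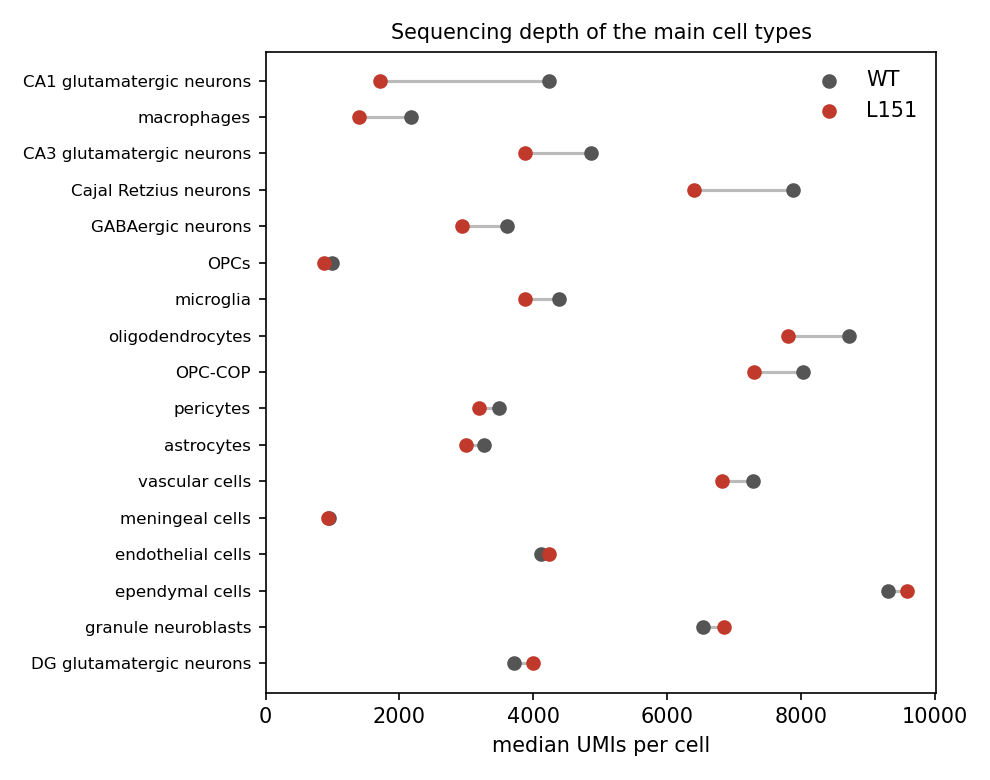
Median UMIs per cell of each main cell type in the WT (grey) and L151 (red) libraries, ordered by the L151/WT ratio. CA1 glutamatergic neurons stand at the top with 1714 UMIs in L151 and 4240 in WT.

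The copy of Supplementary Table 2 used here holds 70 rows, each for a gene in a cell type, where the paper counts 71 differentially expressed genes. Its content is therefore only described. The row counts are those of this copy, which can be lower than the paper's for a type, and the fold changes are the paper's. It lists 58 genes in 8 types, with 26 rows higher and 44 rows lower in L151. The paper lists 25 genes for CA1 glutamatergic neurons (13 higher and 12 lower in L151), beside 632 L151 and 431 WT cells in the deposited table. Oligodendrocytes have 20 rows (2 higher, 18 lower) beside 638 and 566 cells, and astrocytes 11 (3 higher, 8 lower) beside 1179 and 1173. Gene groups were chosen after that table was seen. In the paper's table, endoplasmic reticulum chaperones and foldases, which fold secreted proteins, are lower in L151 in all 6 of their rows. These rows hold 4 genes, among them Calr (calreticulin) in oligodendrocytes with a log fold change of -0.34 and in OPC-COP with -0.55. All rows of the paper's table compare the same pair of libraries, so the rows of a group are not independent repeats. Cytosolic heat-shock proteins and co-chaperones are lower in 8 rows outside CA1 and higher in 2 rows in CA1, where the paper gives Hsp90aa1 0.46 and Hsp90ab1 0.39. The CA1 cells compared are spread differently over the clusters, with Neu_CA1_2 holding 266 of the L151 and 82 of the WT cells. In oligodendrocytes Hsp90aa1 and Hsp90ab1 have -0.20 each. The metallothioneins Mt1 and Mt2, which bind zinc and copper, are lower in their 3 rows. Non-coding RNAs and genes with clone-based names, among them AC149090.1, which is annotated as protein-coding, make up 8 of the CA1 genes, of which 7 are lower, including the nuclear RNAs Malat1 (-0.57) and Meg3 (-0.47). Gm42418 is listed for 6 types and is higher in each, and AC149090.1 for 3 types and is lower in each. They are the only genes listed in 3 or more types. With 1 library per genotype, a shift shared by several types cannot be separated from a difference in the preparation of the libraries. The source of these shifts was not tested. Gm42418 lies on chromosome 17 of GRCm38 from 39846958 to 39848788.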

In total, 71 differentially expressed genes (DEGs) were identified between WT and L151 mice and assigned to several clusters, i.e., CA1, CA3 and DG glutamatergic neurons, oligodendrocytes, OPC-COP, microglia, astrocytes, and endothelial cells (Fig. 6d, Supplementary Table 2).

**Fig. 6:**
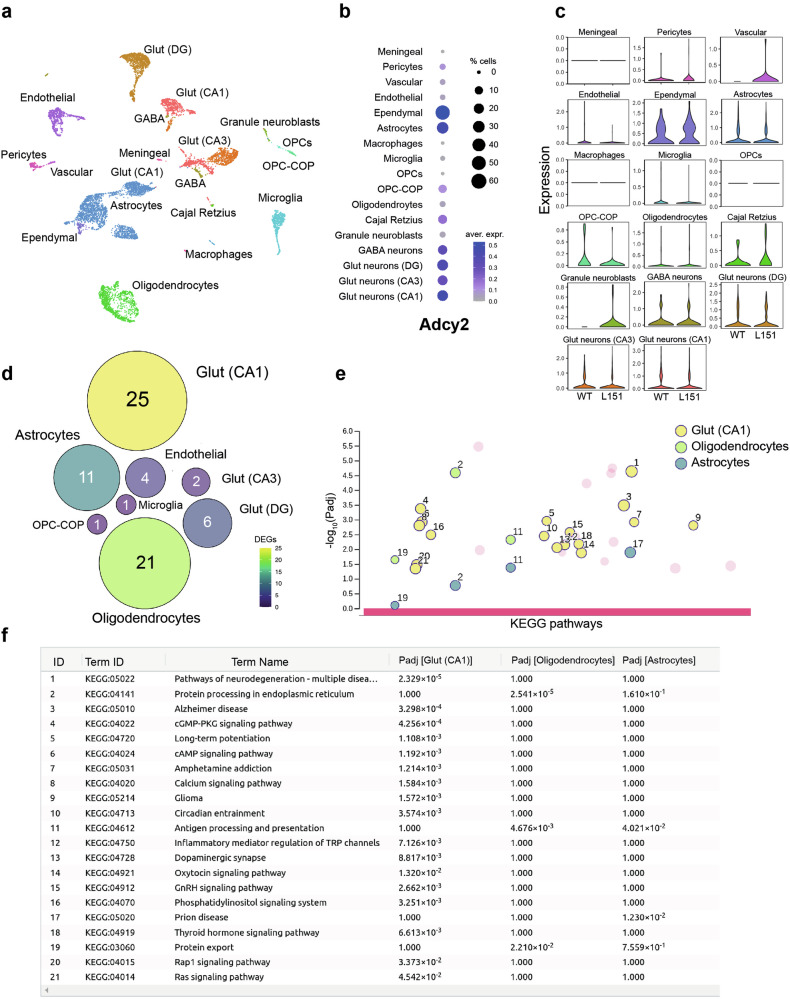
Single cell RNA sequencing of the ventral hippocampus of *Adcy2*^*V151L*^ mice. **a** Dimensionality reduction Uniform Manifold Approximation and Projection (UMAP) plot showing 33 clusters belonging to 17 main cell types. **b** Expression of ADCY2 in various cell types of the ventral hippocampus. **c** Violin plots comparing ADCY2 expression in different cell types of the ventral hippocampus of WT and L151 mice. **d** Number of differentially expressed genes between L151 and WT cells in various cell types. **e** Gene ontology functional enrichment analysis using Kyoto Encyclopedia of Gene and Genome (KEGG) biological pathways. **f** List of significantly enriched KEGG terms.

To analyze the biological relevance of discovered genes, we chose the cell types with at least 10 DEGs (Fig. 6d) for a gene enrichment analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (Fig. 6e). The largest number of enriched KEGG terms was identified from glutamatergic CA1 neuron-specific DEGs, while only 4 KEGG terms were found using astrocyte-specific DEGs, of which 3 were also identified using oligodendrocyte-specific DEGs (Fig. 6e). In sum, the gene enrichment analysis revealed a wide range of processes and pathways which are potentially contributing to the behavioral alterations observed in L151 mice (Fig. 6f).

Besides the analysis of gene expression, we used the scRNA-seq data as a proxy to evaluate the cellular composition of the ventral hippocampus. Therefore, we performed a binominal test for each of the identified clusters [44] in order to identify which of the observed numbers deviated from a binominal distribution indicating an enrichment of WT or mutant L151 cells. This analysis revealed significantly lower numbers of endothelial cells and DG glutamatergic neurons and OPC-COPs in the ventral hippocampus of L151 compared to WT mice. In contrast, the numbers of CA1 and CA3 glutamatergic neurons as well as OPCs were significantly higher in L151 mice (Supplementary Fig. 6a). 

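DG glutamatergic neurons, the granule cells of the dentate gyrus, made up 11.7% of L151 cells (519 of 4422, 95% interval 10.8 to 12.7%) and 14.5% of WT cells (590 of 4055, 13.5 to 15.7%), an L151/WT ratio of shares of 0.807 (0.716 to 0.909). Endothelial cells, which line the vessels, made up 6.69% of L151 cells (296 cells, 5.97 to 7.47%) and 8.48% of WT cells (344 cells, 7.64 to 9.38%), a ratio of 0.789 (0.673 to 0.924). OPC-COP, the committed progenitors of oligodendrocytes, made up 0.882% of L151 cells (39 cells, 0.628 to 1.20%) and 1.58% of WT cells (64 cells, 1.22 to 2.01%), a ratio of 0.559 (0.365 to 0.845). Within DG glutamatergic neurons the larger cluster, Neu_DG_1, had 404 L151 and 486 WT cells, a ratio of 0.762 (0.666 to 0.872). The smaller cluster, Neu_DG_2, whose cells have a median of 4124 genes against 1665.5 in Neu_DG_1, had 115 and 104 cells, a ratio of 1.01 (0.771 to 1.33). The endothelial clusters had ratios of 0.774 (0.646 to 0.927) for Endothelial_1 and 0.843 (0.597 to 1.19) for Endothelial_2. Shares are parts of a whole, so that a larger share of some types lowers the others. With CA1 and CA3 glutamatergic neurons left out of the denominator, the ratio was 0.896 (0.795 to 1.01) for DG glutamatergic neurons and 0.877 (0.748 to 1.03) for endothelial cells.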

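CA3 glutamatergic neurons, the pyramidal cells that project to CA1, made up 10.2% of L151 cells (452 cells, 95% interval 9.34 to 11.2%) and 5.50% of WT cells (223 cells, 4.82 to 6.25%), an L151/WT ratio of shares of 1.86 (1.58 to 2.19). Both of their clusters were larger in L151, with ratios of 1.85 (1.55 to 2.21) for Neu_CA3_1 and 1.91 (1.26 to 2.97) for Neu_CA3_2. CA1 glutamatergic neurons, the pyramidal output cells of the hippocampus, made up 14.3% of L151 cells (13.3 to 15.4%) and 10.6% of WT cells (9.70 to 11.6%), a ratio of 1.34 (1.19 to 1.52). OPCs, the oligodendrocyte progenitors, had 23 L151 cells and 5 WT cells, shares of 0.520% (0.330 to 0.779%) and 0.123% (0.040 to 0.288%) and a ratio of 4.22 (1.57 to 14.2).

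**Figure D3:**
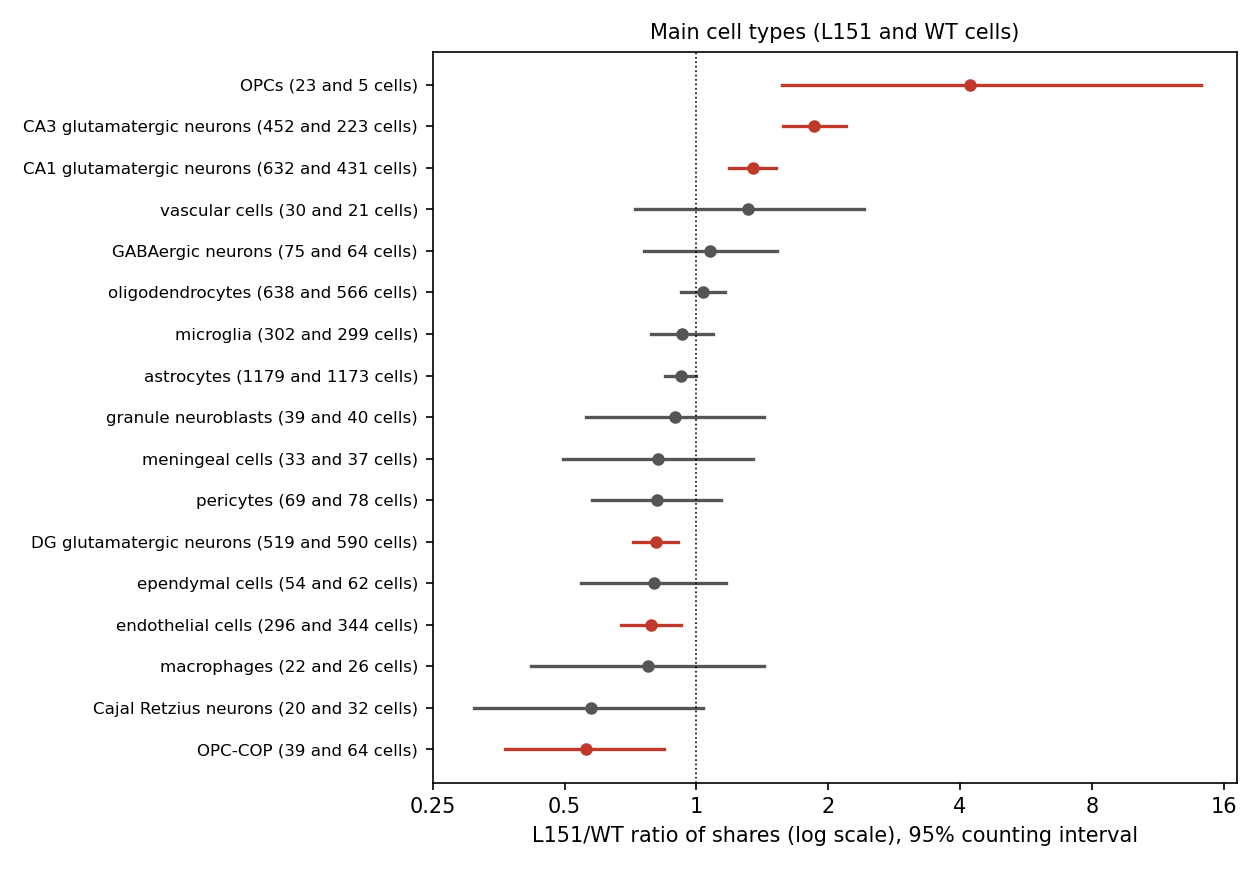
L151/WT ratio of the shares of cells for each main cell type on a log scale, with the 95% counting interval as a line and the numbers of L151 and WT cells in brackets. The types that the study calls different are red: OPCs (4.22), CA3 (1.86) and CA1 (1.34) lie above 1, and DG glutamatergic neurons (0.807), endothelial cells (0.789) and OPC-COP (0.559) lie below 1.

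The CA1 clusters moved apart. Neu_CA1_1, the largest, had 215 L151 and 250 WT cells, a ratio of 0.789 (0.654 to 0.9501). Neu_CA1_2 had a ratio of 2.97 (2.31 to 3.86). Its cells are shallow, with a median of 414 genes in L151 and 498 in WT, and hold few mitochondrial UMIs, with a median of 0.555% against 16.0% in Neu_CA1_1. The other CA1 clusters had ratios of 1.45 (0.976 to 2.18) for Neu_CA1_3, 1.47 (0.869 to 2.52) for Neu_CA1_4 and 1.27 (0.783 to 2.09) for Neu_CA1_5. Of all CA1 cells, 49.1% in L151 (45.1 to 53.0%) and 24.8% in WT (20.8 to 29.2%) had fewer than 1000 genes.

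**Figure D4:**
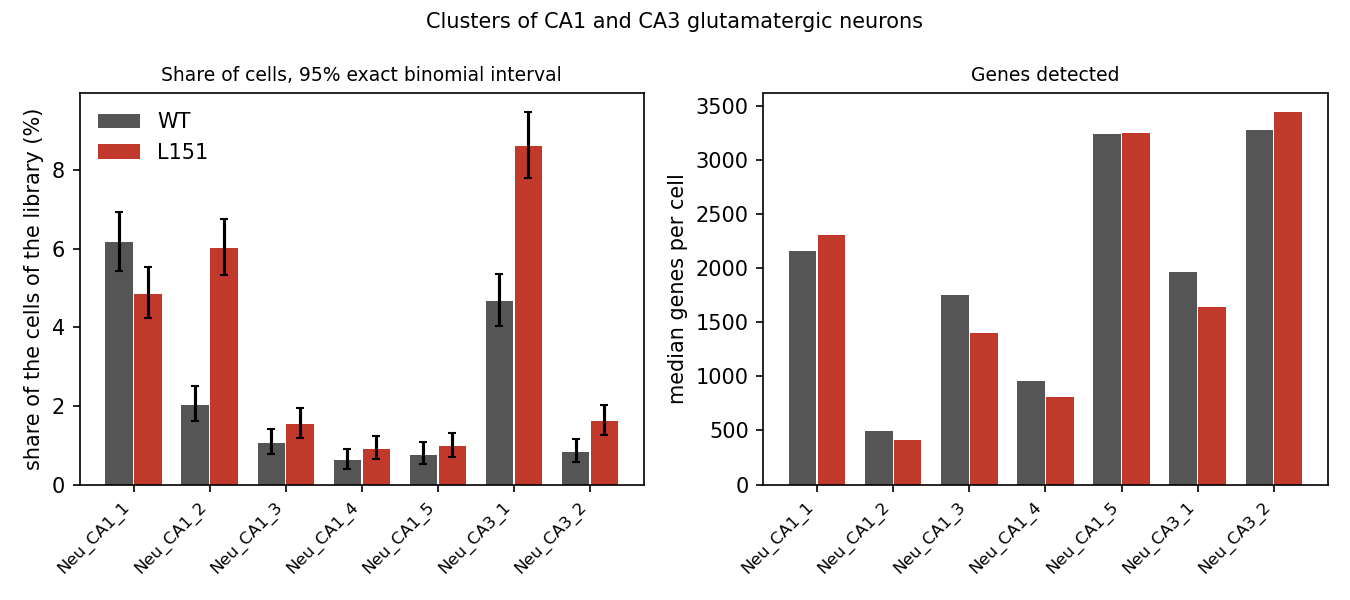
Clusters of CA1 and CA3 glutamatergic neurons in the WT (grey) and L151 (red) libraries. The left panel gives the share of each library's cells in percent with its 95% exact binomial interval, and the right panel the median number of genes per cell. Neu_CA1_2 has 6.02% of L151 and 2.02% of WT cells and the fewest genes.

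When cells with fewer than 1000 genes were left out, the ratio was 0.982 (0.839 to 1.15) for CA1 glutamatergic neurons and 1.76 (1.48 to 2.09) for CA3. At this minimum 2 L151 cells and 0 WT cells of the OPCs were left. The OPC ratio was 2.20 (0.721 to 7.96) with at most 10% mitochondrial content and 4.34 (0.899 to 41.3) with at least 1000 UMIs per cell, intervals that include 1. Without Neu_CA1_2 in the type and in the total, a choice made after its values were seen, the CA1 ratio was 1.00 (0.863 to 1.16). Counted as 1 class, also chosen after the values were seen, OPCs and OPC-COP had 62 L151 and 69 WT cells and a ratio of 0.824 (0.575 to 1.18).

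**Figure D5:**
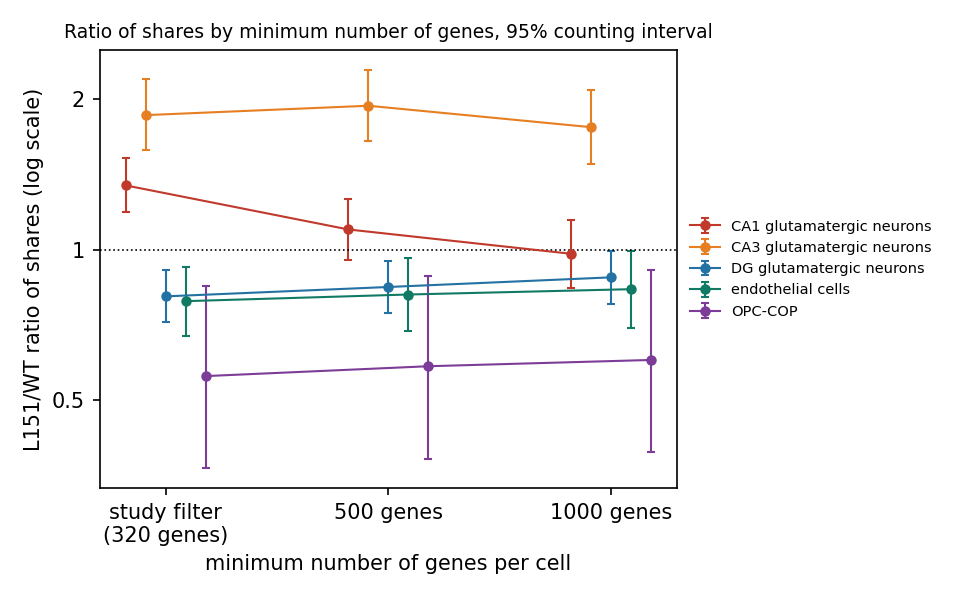
L151/WT ratio of shares on a log scale under the study's minimum of 320 genes per cell and under minimums of 500 and 1000 genes, with 95% counting intervals. CA1 goes from 1.34 to 1.098 and 0.982, while CA3 stays between 1.76 and 1.94 and DG glutamatergic neurons, endothelial cells and OPC-COP stay below 1.

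Taking the cell numbers of the libraries as a proxy for the composition of the vHPC, the paper states that CA1 and CA3 glutamatergic neurons and OPCs are more numerous in L151 mice (Supplementary Fig. 6a).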

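The study names 6 of the 17 main cell types as different. For the other 11, the 95% counting interval of the L151/WT ratio of shares included 1. Astrocytes, the most numerous type, made up 26.7% of L151 cells (25.4 to 28.0%) and 28.9% of WT cells (27.5 to 30.3%), a ratio of 0.922 (0.849 to 1.00). Oligodendrocytes had a ratio of 1.03 (0.922 to 1.16) and microglia, the resident immune cells of the brain, 0.926 (0.787 to 1.09). The ratio of GABAergic neurons, the inhibitory neurons, was 1.07 (0.760 to 1.52), with 75 L151 and 64 WT cells. Among the rarer types, the ratio was 0.811 (0.578 to 1.14) for pericytes, 0.799 (0.544 to 1.17) for ependymal cells, 0.894 (0.560 to 1.43) for granule neuroblasts and 0.818 (0.496 to 1.34) for meningeal cells. Cajal Retzius neurons had a ratio of 0.573 (0.311 to 1.03), macrophages of 0.776 (0.419 to 1.42) and vascular cells of 1.31 (0.725 to 2.41). The intervals of these last 3 types are wide, with 48 to 52 cells per type.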

Similar results were obtained by using a Fisher t test for each cluster to test enrichment/depletion of L151 cells versus WT cells (Supplementary Fig. 6b).

## Discussion

In recent years, ever larger GWAS have identified numerous BD-associated SNPs and respective gene loci. However, their role and contribution to disease etiology and pathophysiology remains largely unclear. Here we demonstrate that rs13166360 directly interferes with ADCY2 activity, diminishing its capacity to generate cAMP. Our results suggest that the impaired activity is not a consequence of reduced enzyme levels but is rather related to altered subcellular localization induced by the Val to Leu substitution in the 4^th^ transmembrane helix of transmembrane domain M1. Another example of a naturally occurring missense mutation among human ADCY family members is rs3730071, which leads to an alanine to serine substitution at position 674 of ADCY6. This mutation, which is located in the 7^th^ transmembrane helix of the M2 domain, also attenuates enzyme activity [45]. Interestingly, the highest frequency of polymorphisms and disease-associated mutations in human transmembrane proteins is found in transmembrane regions with non-polar to non-polar substitutions. Among these, Val to Leu substitutions are the most common ones [46]. Despite the conservative nature of this substitution, functional consequences, e.g., due to altered protein folding and protein-protein interactions, have been repeatedly reported for various proteins [47–51]. Thus, it is tempting to speculate that the disease-associated ADCY2 SNP might affect the proper interaction of the two transmembrane domains, which has been shown to be critical for correct targeting and functional assembly of ADCYs [52]. The fact that we demonstrate the reduced enzyme activity as a result of an altered subcellular localization of ADCY2-L151 only in a heterologous system involving overexpression of ADCY2 variants is admittedly a limitation of the study. However, current technical obstacles prevent a specific assessment in tissues or cells derived from *Adcy2*^*V151L*^ mice. On the one hand, there are no suitable ADCY2 antibodies available which would be a prerequisite to address endogenous ADCY2 localization in vivo, e.g., in neurons of ADCY2 mice. Simultaneous discrimination of both variants would even require to equip both variants with suitable tags for detection by immunocytochemistry and Western blot or for precipitation of interaction partners. On the other hand, the assessment of endogenous ADCY2-dependent cAMP levels or respective alterations caused by the V151L mutation is technically not practicable as the measurements will be masked by a high background caused by the other members of the ADCY family which cannot be completely blocked. The functional redundancy, overlapping and low expression, lack of isoform specific agonist and antagonist as well as the absence of reliable antibodies are intricacies inherent to the research on ADCY family members in vivo [17, 53–56].

Besides genetic associations of ADCYs [14, 22, 24, 26], general alterations in cAMP-dependent signaling pathways have been linked to psychiatric disorders [21, 57, 58]. In the case of BD, some studies have even suggested hyperactivation of cAMP-dependent pathways, which to some extent can be mitigated by lithium or carbamazepine treatment [59, 60]. Focused investigation of cAMP signaling-related genes revealed an association of PDE10A, DISC1 and GNAS with BD. Moreover, SNP × SNP interaction studies showed that variants in several of the analyzed cAMP signaling components including ADCY8 interact to increase the risk for BD [61]. Moreover, genetic mouse models targeting individual ADCYs have provided supportive evidence for their potential role in psychiatric disorders [25, 27–30]. However, none of those studies has addressed the causal involvement of disease-associated ADCY SNPs so far. To specifically study the in vivo consequences of rs13166360 on BD-associated endophenotypes, we established the *Adcy2*^*V151L*^ mouse line. Homozygous mutant L151 mice displayed signs of a mania-like state compared to WT littermates. These included hyperactivity, reduced anxiety-related behavior, increased exploratory drive and increased active stress-coping behavior. Hyperactivity of L151 mice was observed when mice were introduced into a novel home cage. However, this effect was only detectable during the first two nights but vanished with habituation to the novel setting. This is in accordance with observations in BD patients who also show increased locomotion in a novel environment as a result of delayed habituation [62]. In the light phase, no differences in activity were observed, which might also explain why L151 mice did not show hyperactivity in the OFT and DaLi. Nevertheless, L151 mice presented with significantly reduced anxiety-related behavior in these tests. Enhanced exploration of aversive areas in classical anxiety tests has been observed in many rodent models of mania reflecting enhanced risk-taking behavior and/or impulsivity, which is characteristic for BD individuals in a manic phase [35, 63, 64]. Similarly, the increased time spent on exploring a novel object in the NOE task mirrors signs of increased object exploration reported from patients with bipolar mania which discriminate BD from other psychiatric disorders like schizophrenia [62]. As many other psychiatric disorders, BD is also associated with significant cognitive impairments [65, 66] and mouse models of BD often show cognitive deficits [34]. L151 mice also displayed deficits in accomplishing spatial learning and memory tasks, which were additionally reflected by reduced hippocampal LTP indicating alterations in synaptic plasticity induced by the disease-associated ADCY2 variant. The involvement of Ca^2+^-dependent ADCYs in LTP has specifically been demonstrated earlier [67, 68]. However, increasing cAMP levels could also have a Ca^2+^ independent origin connected to direct activation of ADCY2 through the alpha subunit of various Gs protein-coupled receptors [69] [68].

The most common model of BD involves psychostimulant-induced hyperlocomotion. Amphetamine induces mania-like symptoms in healthy controls and aggravates symptoms in patients [70, 71]. Amphetamine-induced hyperactivity is considered as the ‘gold-standard’ rodent model of mania and is often reported in the context of genetic models of BD. Here we observed that amphetamine-induced hyperlocomotion is more pronounced in L151 mice compared to WT littermates. Concomitantly, we found higher DA levels in response to amphetamine in L151 mice in regions innervated by midbrain dopaminergic neurons. Currently, it remains unclear whether the detected differences are directly related to alterations in DA release kinetics or its turnover. Along these lines, hyperdopaminergic DA transporter knockdown mice also showed impaired habituation and increased exploratory behavior in novel environments [72]. DA mainly acts onto D1 and D2 receptor subtypes, which are positively and negatively coupled to ADCYs [73]. These results suggest a direct impact of altered ADCY2 activity on the dopaminergic system contributing to the observed behavioral phenotype. Lithium classically serves as a first-line medication for the treatment of BD patients during a manic episode. Accordingly, mouse models of BD particularly show reversibility of manic-like symptoms in response to lithium treatment [35, 39]. Chronic treatment of L151 mice was able to ameliorate behavioral alterations in the OFT and FST to the level of untreated WT mice, supporting previous reports connecting the effect of lithium at least partially to its direct or indirect impact on various ADCYs [74, 75].

We observed a specific shift in the frequency of mEPSCs and mIPSCs recorded in the ventral hippocampus indicating increased excitation in L151 mice and suggesting changes in the synaptic release probability. Accordingly, we did not observe genotype-dependent alterations in the presynaptic marker SYN1, suggesting no gross alterations in synaptic connectivity. Disturbances of E/I synaptic balance have been associated with various neurodevelopmental and neuropsychiatric disorders [76]. Although the role of such disturbances in BD is less explored, there are some genetic mouse models of mania which also show clear signs of E/I synaptic dysfunction [40]. SHANK3 overexpressing mice showed a reduction in mIPSC frequency and an increased amplitude of spontaneous EPSCs (sEPSCs) which was accompanied by a reduction of inhibitory and an increase in excitatory synaptic markers [77] [76]. To what extent the observed alterations in E/I synaptic balance in L151 mice are related to altered activity of GABAergic interneurons or even to an altered cellular composition of the ventral hippocampus is currently unclear but worth investigating in more detail in the future.

Our results indicate that *Adcy2*^*V151L*^ mice recapitulate many aspects of human mania. However, BD is a complex disease with patients alternating between manic and depressive episodes with euthymic or normal mood states between episodes. Relapse from one state to the other can be triggered by physical or sociopsychological stressors, although spontaneous alternations have also been reported. The development of mouse models spontaneously cycling between manic and depressive behavioral states has been challenging [78]. Chronic stress or even the treatment with glucocorticoids can trigger both manic and depressive episodes in BD patients [79, 80]. To test whether depression-like symptoms can be induced by an environmental trigger, *Adcy2*^*V151L*^ mice were exposed to CSDS. L151 and WT mice showed similar physiological signs indicative of a chronically stressed state. Their behavioral response, however, differed significantly. While anxiety-related and stress-coping behavior were largely unaffected in WT mice, L151 mice profoundly responded to the CSDS paradigm. The latter switched from a manic to a depressive-like state as indicated by increased anxiety-related behavior in the OFT and DaLi. Moreover, L151 mice transitioned from an active to a passive stress-coping strategy in the FST. Taken together, these results suggest that L151 mice are able to cycle between manic and depressive episodes following chronic stress exposure, closely resembling the switch between the manic and depressive state in BD patients.

Finally, scRNA-Seq revealed that *Adcy2* is not only widely expressed in the murine brain but is also present in a variety of different cell types, albeit the Val151Leu missense mutation did not have an impact on the expression of *Adcy2* mRNA itself in any of the identified cell clusters thereby confirming the bulk expression analysis in the cortex based on RT-qPCR (Fig. 2d). However, ADCYs are the central generators of the second messenger cAMP, which regulates numerous downstream pathways including transcription factors, such as CREB [81]. Thus, it is not surprising that the observed alteration in ADCY2 activity due to the Val151Leu substitution resulted in differential gene expression, particularly in CA1 glutamatergic neurons but also in oligodendrocytes and, to a lesser extent, in astrocytes. The gene ontology enrichment analysis of DEGs using the KEGG database yielded the highest number of affected processes and pathways in glutamatergic CA1 neurons. Among these, the term *cAMP signaling pathway* (KEGG: 040204) stands out as it is directly connected to ADCY2´s innate capacity to generate cAMP. Along these lines, *Rap1 signaling* (KEGG:04015) and *Ras signaling* (KEGG: 04014) are also linked to cAMP signaling via exchange proteins directly activated by cAMP (EPACs). EPACs, as intracellular sensors, respond to cAMP and act as specific guanine nucleotide exchange factors (GEFs) for small G proteins of the Ras family, such as Rap1 [82]. Similarly, *cGMP-PKG signaling* (KEGG04022) has been shown to play a role together with cAMP signaling in the context of *LTP* (KEGG: 04720) and long-term memory formation. Memory formation requires not only early-phase cGMP/PKG signaling but also late-phase cAMP/PKA-signaling [83]. Alterations in these pathways may indeed be causally linked to the reduced LTP and altered cognitive performance shown by L151 mice. cAMP and cGMP, in turn, can also modulate the activity of the 1,4,5-trisphosphate (InsP3) receptor, which is activated by InsP3 to trigger the release of Ca^2+^ from intracellular stores in the endoplasmatic reticulum, thereby linking the *calcium signaling pathway* (KEGG: 04020) to the *phosphatidylinositol signaling system* (KEGG:04070). Interestingly, the gene ontology enrichment analysis also identified terms like *dopaminergic synapse* (KEGG: 04728) and *amphetamine addiction* (KEGG: 04728), which is in line with our findings with respect to the increased amphetamine sensitivity and altered DA content in some of the analyzed brain structures of L151 mice, pointing towards disturbances related to the DA hypothesis of BD [84]. Nevertheless, the scRNA-Seq approach serves here as an initial screen which requires independent confirmation of DEGs and related pathways. In sum, the scRNA-seq analysis provides valuable entry points for a mechanistic understanding of alterations induced by the BD-associated ADCY2 variant which merit closer inspection in future studies.

In conclusion, the herein reported results provide evidence that the BD-associated Val147Leu missense mutation affects ADCY2 activity promoting mania-like symptoms in homozygous mice which, in combination with chronic stress exposure, are converted into a depressive-like state. These ADCY2-specific findings contribute to a growing number of human and mouse studies collectively pointing towards a prominent role of cAMP-related signaling pathways in psychiatric disorders including BD.

## Supplementary information

Supplementary Information

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. Additional data related to this paper may be requested from the authors. Raw sequencing data and annotated gene-barcode matrices are accessible on GEO using the accession number *GSE214733*.

# Supplementary material for: A bipolar disorder-associated missense variant alters adenylyl cyclase 2 activity and promotes mania-like behavior
**Source:** Mol Psychiatry. 2024 Jul 13;30(1):97–110. doi: 10.1038/s41380-024-02663-w
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

Supplementary Material and Methods

Supplementary Figures S1-S6

Supplementary Table S1 and S2

**Supplementary Material and Methods**

**Plasmid construction.** The cDNA encoding the C-terminal part of ADCY2 was amplified from mouse brain mRNA and cloned into the pcDNA3.1 expression vector via *BamH*I and *Xba*I. The 5´ sequence encoding the respective N-terminal part of ADCY2 was synthesized to possess an HA- or FLAG-tag at its N-terminus (Integrated DNA Technologies). It was inserted via *Hind*III and *BamH*I into the 5´ region of the expression vector containing the 3´ part of the cDNA to generate the final expression vectors pcDNA3.1-Adcy2-V151-HA and pcDNA3.1-Adcy2-V151-FLAG. The QuikChange II Mutagenesis Kit (Agilent) was used to introduce the V151L mutation resulting in pcDNA3.1-ADCY2-L151-HA and pcDNA3.1-ADCY2-L151-FLAG. The mutations N1030A and R1034S, which have been previously described to result in a loss-of-function, were also introduced into pcDNA3.1-ADCY2-V151-HA to generate pcDNA3.1-ADCY2-N1030A/R1034S-HA. All constructs were verified by sequencing (Eurofins Genomics).

**Cell culture and transfection.** HEK293 and COS-7 cells were maintained in Dulbecco's modified Eagle's medium (Invitrogen) supplemented with 10% FCS in 1% penicillin/streptomycin. For transfection, cells were cultured on poly-D-lysin-coated coverslips until they reached 80% confluency. Cells were transfected with plasmid DNA using Lipofectamine 3000 according to the manufacturer´s protocol (ThermoFisher Scientific).

**cAMP Assay.** The real-time measurement of cAMP was based on the PKA complex association and dissociation using the NanoBit® Protein:Protein Interaction System (Promega) according to the manufacturer´s instructions. HEK293 cells were transfected with the plasmid CAG-GFP and either pcDNA3.1-ADCY2-V151-HA, pcDNA3.1-ADCY2-L151-HA or pcDNA3.1-ADCY2-N1030A/R1034S-HA in combination with plasmids expressing the regulatory PKA subunit fused to LgBiT (LgBiT-PRKAR2A) and the catalytic subunit fused to SmBit (SmBiT-PRKACA). In addition, the cAMP-Glo^TM^ Assay (Promega) was used according to the manufacturer´s instructions to measure cAMP levels of cells transfected with either pcDNA3.1-ADCY2-V151-HA, pcDNA3.1-ADCY2-L151-HA or pcDNA3.1-ADCY2-N1030A/R1034S-HA following stimulation with ADCY agonist forskolin. Fluorescence and luminescence signals were recorded using TriStar² LB 942 microplate reader (Berthold Technologies Bioanalytic).

**RNA isolation and reverse transcriptase (RT) quantitative real-time PCR (qPCR)**. RNA was isolated from HEK293 or HT22 cells using the TRIzol reagent (Invitrogen) according to the manufacturer´s protocol. RNA from murine cortex was isolated using the Qiagen miRNeasy mini kit and QIAzol (Qiagen). cDNA was generated from total RNA using SuperScript™ II or SuperScript™ III reverse transcriptase (Invitrogen) and an oligo-dT primer according to the manufacturer’s instructions. The synthesized cDNA was utilized as template for qPCR, which was carried out in the Lightcycler 2.0 System (Roche Diagnostics) using the QuantiFast SYBR Kit (Qiagen). The following primers were used to quantify murine and human ADCY expression: Murine: Adcy1 fwd 5’-CCT TTT GGT CAC CTT CGT GT-3’, rev 5’-ACG CCA TAC ATG TTC ACA CC-3’; Adcy2 fwd 5’-CGA GTG TTC TCG CTG GTG AT-3’, rev 5’- TCC CTC ATG TTG AAG GGA AG-3’; Adcy3 fwd: 5’-AAA CAA GAT GGA GGC TGG TG-3’, rev 5’-TTG GAG GCA ATG ATG AGG T-3’; Adcy4 fwd 5’-GAG CCA ACA GTA CCC ACT GC-3’, rev 5’-CAG AGA GAA GCC ACC CAA AG-3’; Adcy5 fwd 5’-TCT CCA CTT GGC CAT CTC TC-3’, rev 5’-GAT ACA CTC CCG GGT CTC CT-3’; Adcy6 fwd 5’-CCC GTG TTC TTC GTC TAC A-3’, rev 5’-TTC AGC AGG GTA GTG TGT GC-3’; Adcy7 fwd 5’-ACA CTA CAT GCC CGA CAA CA-3’, rev 5’-GGT CAA ACT TCC CAA ACA GC-3’; Adcy8 fwd 5’-CCA GGC CTT CCT GGA GAC-3’, rev 5’-AGG TGC TCA TCC TCC ACA TT-3’; Adcy9 fwd 5’-CAT ATC TGA GGC CAC TGC AA-3’, rev 5’-ACC TCA AAG CCA GAA AGC AG-3’. Human: ADCY1 fwd 5’-TGA ACA TGC GTG TGG GTC TG-3’, rev 5’-GGC CAA GGT CAC ATC ATT GG-3’; ADCY2 fwd 5’-ATG TGG CAG GAG GCG ATG-3’, rev 5’-GGC TCA TGC AGT AGT AGG ACT CG-3’; ADCY3.1 fwd 5’-GCT TCA TGC GGC TGA CTT TC-3’, rev 5’-AAG ACC ACC AGC ACC AGC AG-3’; ADCY3.2 fwd 5’-TCC TCT ACC TGT GCG CCA TC-3’, rev 5’-TTC ATC TTC ACC TCC AGC GAC T-3’; ADCY4 fwd 5’-GAT GCG TCC ATC ACT GCT GA-3’, rev 5’-AGG GGT GGA GGT GGA CAC AG-3’; ADCY5 fwd 5’-CTG TCT GTC CTT CCC CGT CA-3’, rev 5’-TCA CGT TGT CAT GTT TCT GGA TG-3’; ADCY6 fwd 5’-GCT GCT GTT CCT CTG CAC CA-3’, rev 5’-CTG GAT GTA ACC GCG GGT CT-3’; ADCY7 fwd 5’-TGA CCA AGA TGC GCT CTA CGA-3’, rev 5’-GGC TGA AGG CAA TGA TGA TGA-3’; ADCY8 fwd 5’-AGT CTG CTG TCC TTG CCT GA-3’, rev 5’-AAG GGC AGT TCA GGG CTC CA-3’; ADCY9 fwd 5’-AAC TCA GAA CGG GCT CCT CA-3’, rev 5’-CCC TGC CCA CCT TCC CTT CT-3’. The following primers were used to amplify and sequence part of the murine *Adcy2* cDNA from exon 2 to exon 4: Adcy2-E2-fwd1: 5´-CTG GCC ATC TTC TTC GCC AT-3´ and Adcy2-E4-rev1 5´-CAG CTT GAT CCG GGA CTT GA-3´. Primers of housekeeping genes: Hprt-fwd 5´-TGG GCT TAC CTC ACT GCT TTC C-3´, Hprt-rev 5´-CCTGGT TCA TCA TCG CTA ATC ACG-3´; Gapdh-fwd 5´-GGG TCC CAG CTT AGG TTC AT-3´, Gapdh-rev 5´-CAT TCT CGG CCT TGA CTG TG-3´.

**Western blot.** For detection of differences in ADCY2 expression, HEK293 cells were transiently transfected with pcDNA3.1-ADCY2-V151-HA, pcDNA3.1-ADCY2-L151-HA or pcDNA3.1-ADCY2-N1030A/R1034S-HA. Subsequently, cells were lysed with RIPA buffer containing protease inhibitors (Roche Diagnostics). Protein samples were separated by 5% SDS-PAGE and transferred to 0.45-μm PVDF membranes (Millipore). The membranes were incubated with anti-HA-tag primary antibody (Abcam, Cat no 16B12, 1:1000) and a secondary HRP-conjugated antibody (Cell Signalling, Cat no 7074, 1:500). Chemiluminescence signals were visualized using a ChemiDoc station (BioRad) and analyzed using Image Lab (Bio-Rad).

**Immunohistochemistry.** Immunofluorescence staining was performed on transiently transfected COS-7 cells. Immortalized COS-7 cells were co-transfected with 200 ng of each of the respective plasmids: pcDNA3.1-ADCY2-V151-HA, pcDNA3.1-ADCY2-L151-HA, pcDNA3.1-ADCY2-L151-FLAG, GFP-Rab7 (Addgene plasmid #61803) ^1^, GFP-Rab9 (Addgene plasmid #12663) ^2^, GFP-Rab11 (Addgene plasmid #12674) ^2^, mRFP-Rab5 (Addgene plasmid #14437) ^3^. Cells were permeabilized with PBS-Triton X-100 0.1%, blocked at room temperature for 1 h in 5% BSA in PBS-Triton X-100 0.1%, and incubated overnight at 4 °C with the primary antibody. After washing with PBS-TritonX-100 0.01%, the selected secondary antibody, diluted in PBS-Triton 0.01%, was added, and incubated for 2 h at RT. After washing, cells were stained with DAPI and mounted with anti-fading fluorescence VectaShield medium (Vector Labs). Cells were stained with phalloidin (Thermo Fisher Alexa 488, Cat no A12379) and specific antibodies against HA-tag (Abcam, Cat no 16B12, 1:1000) and FLAG-tag (Sigma Aldrich, Cat no SAB4301135, 1:1000).

For immunohistochemistry on cryosections, animals were sacrificed using isoflurane and subsequently perfused with ice cold 1×PBS and 4% PFA. Dissected brains were post-fixed in 4% PFA overnight at 4°C, transferred to 30% sucrose in 1×PBS and incubated at 4 °C for 48 h. Brains were frozen on dry ice and cut coronally in 40 µm sections using a cryostat (Leica). Sections were collected in cryoprotection solution (25% Ethylene glycol, 25% glycerol, 50% ddH_2_O in 1×PBS) and stored at -20 °C until further use. For immunostaining, slices were washed 3× in 1×PBS, followed by blocking in 2% normal goat serum in 0.05% Triton-X100 and 1×PBS. Sections were incubated with primary anti-synapsin 1 antibody (Sigma Aldrich, Cat no AB1543, 1:500) at 4 °C under shaking overnight. After washing, sections were incubated with secondary antibody (goat anti rabbit Alexa 594, Invitrogen, Cat no A32740, 1:500) for 2 h at room temperature. Finally, sections were washed and mounted using Fluoromount-GTM mounting medium (Invitrogen, 15586276).

**Chronic social defeat stress (CSDS) paradigm.** Mice were subjected to chronic social defeat stress for 21 consecutive days. They were introduced into the home cage of a dominant CD1 for no longer than 5 min and were subsequently defeated. Once the test animals showed defeat, they spent 24 h in the same cage as the resident mouse, separated by a perforated partition that enabled sensory but not physical contact. Every day, experimental mice were exposed to a new unfamiliar resident. Control animals were single-housed in their home cages throughout the course of the experiment. All animals were weighed every 3 days and their fur status was evaluated. Control animals were single-housed in their home cages throughout the course of the experiment. All animals were handled daily, weight and fur status were assessed every 3-4 days. Behavioral testing was conducted during the last week of the CSDS paradigm in the following order: social avoidance test, open field test, dark-light box, forced swim test. At the end of the experiment, adrenal glands and thymus were collected and weighed.

**Behavioral tests.**

*Home cage activity.* Activity in a novel cage and subsequently in a familiar environment of the home cage was monitored by an automated infrared tracking system (Mouse-E-Motion 2.3.6, Infra-E-Motion). Animals were single-housed and the home cage activity was measured for consecutive 96 h.

*Open field test.* The open field test (OFT) was used to assess locomotor activity and anxiety-related behavior. The apparatus (50 × 50 × 50 cm) was made up of grey polyvinyl chloride (PVC) and evenly illuminated (10-15 lux). It was virtually divided into an outer and inner zone (15 × 15 cm). All mice were placed into a corner of the apparatus at the beginning of the trial and allowed to freely explore the apparatus for 30 min. Total distance travelled, time spent in the inner zone and number of inner zone entries were assessed.

*Dark/light box test.* The apparatus consisted of a protective dark (< 5 lux) chamber (15 × 20 × 25 cm) and an aversive brightly illuminated (700 lux) chamber (30 × 20 × 25 cm) that were connected by a small tunnel (5 × 7 cm). The mice were placed in the dark chamber and allowed to freely explore it for 10 min. Parameters assessed included time spent in the lit compartment and the number of lit compartment entries.

*Social avoidance test.* This test is typically carried out to assess if the test mice undergoing the CSDS paradigm have learned to avoid the aggressive resident CD1 mice. The test is carried out in the OF apparatus, which is evenly illuminated with 10 lux. The test mouse is first exposed to the apparatus with an empty wire cup on one side of the apparatus and allowed to freely explore the apparatus and the cup for 15 min. The amount of time the test mouse spends in the zone containing the wire cup is measured. A CD1 mouse is then placed in the wire cup and the test mouse is again allowed to freely explore the apparatus and the wire cup containing the CD1 mouse. The amount of time the test mouse spends in the zone containing the wire cup harboring the CD1 mouse is measured. The ratio of the time the test mouse spends exploring the empty wire cup to the time the test mouse spends exploring the wire cup containing the CD1 mouse is calculated and taken as the social avoidance ratio.

*Novel object exploration test*. We used the novel object exploration (NOE) test to assess object directed exploratory behavior. This test investigates exploratory behavior towards a novel object in a familiar environment, which is considered to reflect bipolar disorder associated traits ^4^. The open field apparatus (50 × 50 × 50 cm) was used for the testing paradigm and illumination was maintained at 10-15 lux. The test animals were first habituated to the OF apparatus for 10 min. Subsequently, during the object trial, a novel object made of Lego pieces was introduced on one side of the arena and the animals were allowed to explore the object for an additional 15 min. Entries into the object zone and the time spent with the object were assessed.

*Forced swim test.* The forced swim test (FST) was used to assess passive versus active stress-coping behavior in response to a stressful and unescapable environment. Each animal was placed into a 2 l glass beaker (diameter: 13 cm; height: 24 cm) filled up to a height of 15 cm with tap water (22 ± 1°C). The time spent floating, struggling and swimming was scored by an experienced observer, blinded to genotype or condition of the animals.

*Morris water maze.* The apparatus was a large cylindrical tank with a diameter of 150 cm and height of 40 cm filled with water up to 35 cm high. The tank was virtually divided into four quadrants: northeast, northwest, southeast and southwest. A circular platform (10 cm × 30 cm) was submerged just below the water at the center of the southwest quadrant. Large cues of different shapes were placed on the four walls of the testing room to help mice orient themselves while swimming and to find the platform. The test consisted of three stages: training, probe test and long-term probe test.

The training stage consisted of five training days with four trials per day. Each mouse was released from a different direction in each trial and trial sessions lasted for about 90 s with an inter-trial interval of 1 hr. If the mouse reached the platform before the session was over, it was allowed to sit on the platform for 10 s before drying and being returned to the home cage. If a mouse did not reach the platform within the 90 s, it was guided to the platform and allowed to sit there for 20 s. The latency to reach the platform was measured in every trial and average latencies per training day were calculated.

The probe test was conducted on day 6, 24 h after the last training session. The platform was removed, and the animals were released from the northeast quadrant. The animals were allowed to swim freely for 1 min and the time spent in each quadrant was measured. The long-term probe test was performed 7 days after the last training day and lasted for 1 min per mouse. The platform was removed from the southwest quadrant and the animals were released from the northeast quadrant. They were allowed to swim freely, and the time spent in each quadrant was measured.

**Electrophysiology.** Mice were anesthetized with isoflurane and decapitated. The brain was rapidly removed from the cranial cavity and, using a vibratome (HM650V, Thermo Scientific), 350 µm-thick coronal or horizontal slices containing the dorsal or ventral hippocampus, respectively, were cut in an ice-cold carbogen gas (95% O_2_/5% CO_2_)-saturated solution consisting of (in mM): 87 NaCl, 2.5 KCl, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 0.5 CaCl_2_, 7 MgCl_2_, 10 glucose, and 75 sucrose. Slices were incubated in carbogenated physiological saline for 30 min at 34°C and, afterwards, for at least 60 min at room temperature (23-25°C). The physiological saline contained (in mM): 125 NaCl, 2.5 KCl, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 2 CaCl_2_, 1 MgCl_2_, and 10 glucose. All measurements were conducted at room temperature. In the recording chamber, slices were superfused with carbogenated physiological saline (4-5 ml/min flow rate). Field excitatory postsynaptic potentials (fEPSPs) at CA3-CA1 synapses in the dorsal hippocampus were evoked by square-pulse electrical stimuli (50 µs pulse width) delivered via a bipolar tungsten electrode (50 μm pole diameter, ∼0.5 MΩ nominal impedance) to the Schaffer collateral-commissural pathway. fEPSPs were recorded using glass microelectrodes (filled with physiological saline, ~1 MΩ open-tip resistance) that were placed into the CA1 stratum radiatum. The intensity of voltage stimulation was adjusted in a manner to produce a fEPSP of ∼50% of the amplitude at which a population spike appeared. Recording data were low-pass filtered at 1 kHz and digitized at 5 kHz. Before and after LTP induction, a single stimulation pulse was delivered every 15 s to the neural tissue. LTP was induced by high-frequency stimulation (100 Hz for 1 s).

For patch-clamp experiments in the ventral hippocampus, infrared videomicroscopy was used to identify individual CA1 pyramidal neurons. Somatic whole-cell voltage-clamp recordings from these cells (-70 mV holding potential, >1 GΩ seal resistance, <20 MΩ series resistance, 10 mV liquid junction potential correction, 3 kHz low-pass filter, 15 kHz sampling rate) were performed with an EPC 10 amplifier (HEKA). For recording of AMPA receptor-mediated miniature excitatory postsynaptic currents (mEPSCs), the physiological saline contained picrotoxin (100 µM) and TTX (1 µM). Patch pipettes (3-5 MΩ open-tip resistance) were filled with a solution consisting of (in mM): 125 CsCH_3_SO_3_, 8 NaCl, 10 HEPES, 0.5 EGTA, 4 Mg-ATP, 0.3 Na-GTP, and 20 Na_2_-Phosphocreatine. For recording of GABA_A_ receptor-mediated miniature inhibitory postsynaptic currents (mIPSCs), NBQX (5 µM) and TTX (1 µM) were added to the physiological saline and the pipette solution contained (in mM): 140 KCl, 5 NaCl, 10 HEPES, 0.1 EGTA, 2 Mg-ATP, 0.3 Na-GTP, and 20 Na_2_-Phosphocreatine. 10 min after break-in to the cell, synaptic currents were recorded for 5 min. Offline analysis was performed using the Mini Analysis Program (Synaptosoft).

**Single cell RNA sequencing (ScRNA-seq).**

*Preparation of single cell suspension.* 10-12 weeks old male WT and L151 mice (n = 2/genotype) were sacrificed with a lethal dose of isoflurane and transcardially perfused with cold 1× PBS. Brains were quickly dissected and transferred to cold carbonated (95% O2, 5% CO2) artificial cerebrospinal fluid (aCSF: 87 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 26 mM NaHCO_3_, 10 mM glucose, 75 mM sucrose, 2 mM Mg^2+^, 1 mM Ca^2+^). From each brain, one slice of 1000 µm containing the ventral hippocampus (approximately -2.70 mm Bregma to -3.64 mm Bregma) was obtained using a VT1200/S Leica vibratome and the vHPC was manually dissected under a stereomicroscope. Tissue was then incubated in papain supplemented with DNase I (Papain Dissociation System, Worthington BC – LK003163) for 35 min at 37°C and triturated with a fire-polished glass pipette. The cell suspension was then filtered with a 30 µm strainer (CellTrics® 30 μm, sterile, Sysmex N. 04-004-2326) and layered over a gradient of ovomucoid protease inhibitor with bovine serum albumin (Papain Dissociation System, Worthington BC – LK003163). All steps were executed in cold and oxygenated aCSF. Cells were resuspended to a final concentration of ~1,000,000 cells/ml and loaded on the 10x Genomics Chromium Controller, v3 chips.

*Library preparation and sequencing.* The library was prepared using the 10x Genomics NEXT-GEM Single Cell 3’ Reagent Kits according to the manufacturer’s protocol. Molar concentration and fragment length of libraries were quantified using Bioanalyzer (Agilent High Sensitivity DNA kit – N. 5067-4626) and samples were pooled in equal molarity for sequencing. The pooled libraries were sequenced on a NovaSeq 6000 sequencer with paired-end asynchronous sequencing, 100 cycles with a depth of ~350 million reads per sample.

*Pre-processing and quality control.* Count matrices were obtained with the 10x Genomics CellRanger software and annotated on the mm10 reference set. Quality control, clustering and differential gene expression analysis were performed with the package Seurat v. 3.1.3 in R (version 3.6.3) ^5^, following best practice workflow in single cell data analysis and developers’ guidelines. Briefly, the package scran v. 1.14.6 (functions doubletCluster and doubletCells) was used to identify and eliminate putative doublets and multiplets ^6^. In addition, blood cells and droplets with less than 320 genes or more than 5,000 or mitochondrial gene content of more than 25% were removed. Following strict quality criteria, we had to exclude 1 sample from each genotype. This resulted in a dataset of 8,477 single cells, a median number of UMIs (unique molecular identifier) of 4,439, a median number of genes of 2,029, and median mitochondrial content of 0.058 per cell.

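Over the 8477 cells of the deposited table, the median was 4439 UMIs, 2029 genes and 5.84% mitochondrial content. UMIs ranged from 390 to 14989 per cell, genes from 321 to 4927, and the highest mitochondrial content was 25.0%. The mitochondrial median was 5.83% in WT and 5.85% in L151. CA1 glutamatergic neurons had medians of 10.7% in WT and 7.41% in L151, DG glutamatergic neurons 15.9% and 15.7%, and microglia 1.42% and 1.43%. Without the CA1 cluster Neu_CA1_2, left out after its values were seen, the CA1 medians were 12.9% in WT and 12.4% in L151. The CA1 gap therefore goes largely with the number of cells in this cluster.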

*Clustering.* For clustering, we selected the top 4,000 variable genes (FindVariableFeatures) after log-normalization and scaling (function NormalizeData, factor 10,000). Principal component analysis (PCA) was built on the scaled dataset (function ScaleData) using the identified variable genes (function RunPCA). We then clustered the cells using the first 25 principal components and a resolution of 1.2 by a shared nearest neighbor clustering algorithm (functions FindNeighbors and FindClusters). Finally, cells were plotted in the “Uniform Manifold Approximation and Projection” (UMAP) bidimensional space and the identity of the cell clusters was assigned by overlapping known marker genes from literature. This identified 33 clusters belonging to 17 main cell types: glutamatergic CA1 neurons, glutamatergic CA3 neurons, glutamatergic DG neurons, GABAergic neurons, granule neuroblasts, Cajal Retzius neurons, oligodendrocytes, OPC (oligodendrocytes progenitor cells), OPC-COP (committed oligodendrocytes progenitor cells), microglia, macrophages, astrocytes, ependymal, endothelial, vascular, pericytes and meningeal. 

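The 13 clusters of the 6 cell types that the study calls different are unequal in size. CA1 glutamatergic neurons comprise 5 clusters of 465, 348, 111, 65 and 74 cells (Neu_CA1_1 to Neu_CA1_5). CA3 glutamatergic neurons comprise Neu_CA3_1 with 570 and Neu_CA3_2 with 105 cells, DG glutamatergic neurons Neu_DG_1 with 890 and Neu_DG_2 with 219 cells, and endothelial cells Endothelial_1 with 498 and Endothelial_2 with 142 cells. OPC-COP and OPCs are 1 cluster each, with 103 and 28 cells. The progenitor classes differ in depth, with a median of 3570 genes per cell for OPC-COP and 604.5 for OPCs. The clusters of a type also differ in depth, with medians of 2311 genes in Endothelial_1 and 506.5 in Endothelial_2.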

We further validated the identity of the clusters by exploring the top representative markers for each cluster (FindAllMarkers with default settings).

*Differential gene expression analysis.* We used the function FindMarkers of Seurat and the statistical test MAST ^7^ integrated in the function to identify genes that were different between conditions. Only clusters with at least 25 cells per condition and genes expressed in at least 10% of cells per cluster were tested. Number of UMI was used as latent variable. Average gene expression per cluster was calculated using AverageExpression function on log-normalized scaled data.

**References**

1. Rowland AA, Chitwood PJ, Phillips MJ, Voeltz GK. ER contact sites define the position and timing of endosome fission. *Cell* **159**, 1027-1041 (2014).

2. Choudhury A*, et al.* Rab proteins mediate Golgi transport of caveola-internalized glycosphingolipids and correct lipid trafficking in Niemann-Pick C cells. *J Clin Invest* **109**, 1541-1550 (2002).

3. Vonderheit A, Helenius A. Rab7 associates with early endosomes to mediate sorting and transport of Semliki forest virus to late endosomes. *PLoS Biol* **3**, e233 (2005).

4. Perry W, Minassian A, Henry B, Kincaid M, Young JW, Geyer MA. Quantifying over-activity in bipolar and schizophrenia patients in a human open field paradigm. *Psychiatry Res* **178**, 84-91 (2010).

5. Stuart T*, et al.* Comprehensive Integration of Single-Cell Data. *Cell* **177**, 1888-1902 e1821 (2019).

6. Lun AT, Bach K, Marioni JC. Pooling across cells to normalize single-cell RNA sequencing data with many zero counts. *Genome Biol* **17**, 75 (2016).

7. Finak G*, et al.* MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. *Genome Biol* **16**, 278 (2015).

**Supplementary Figures**

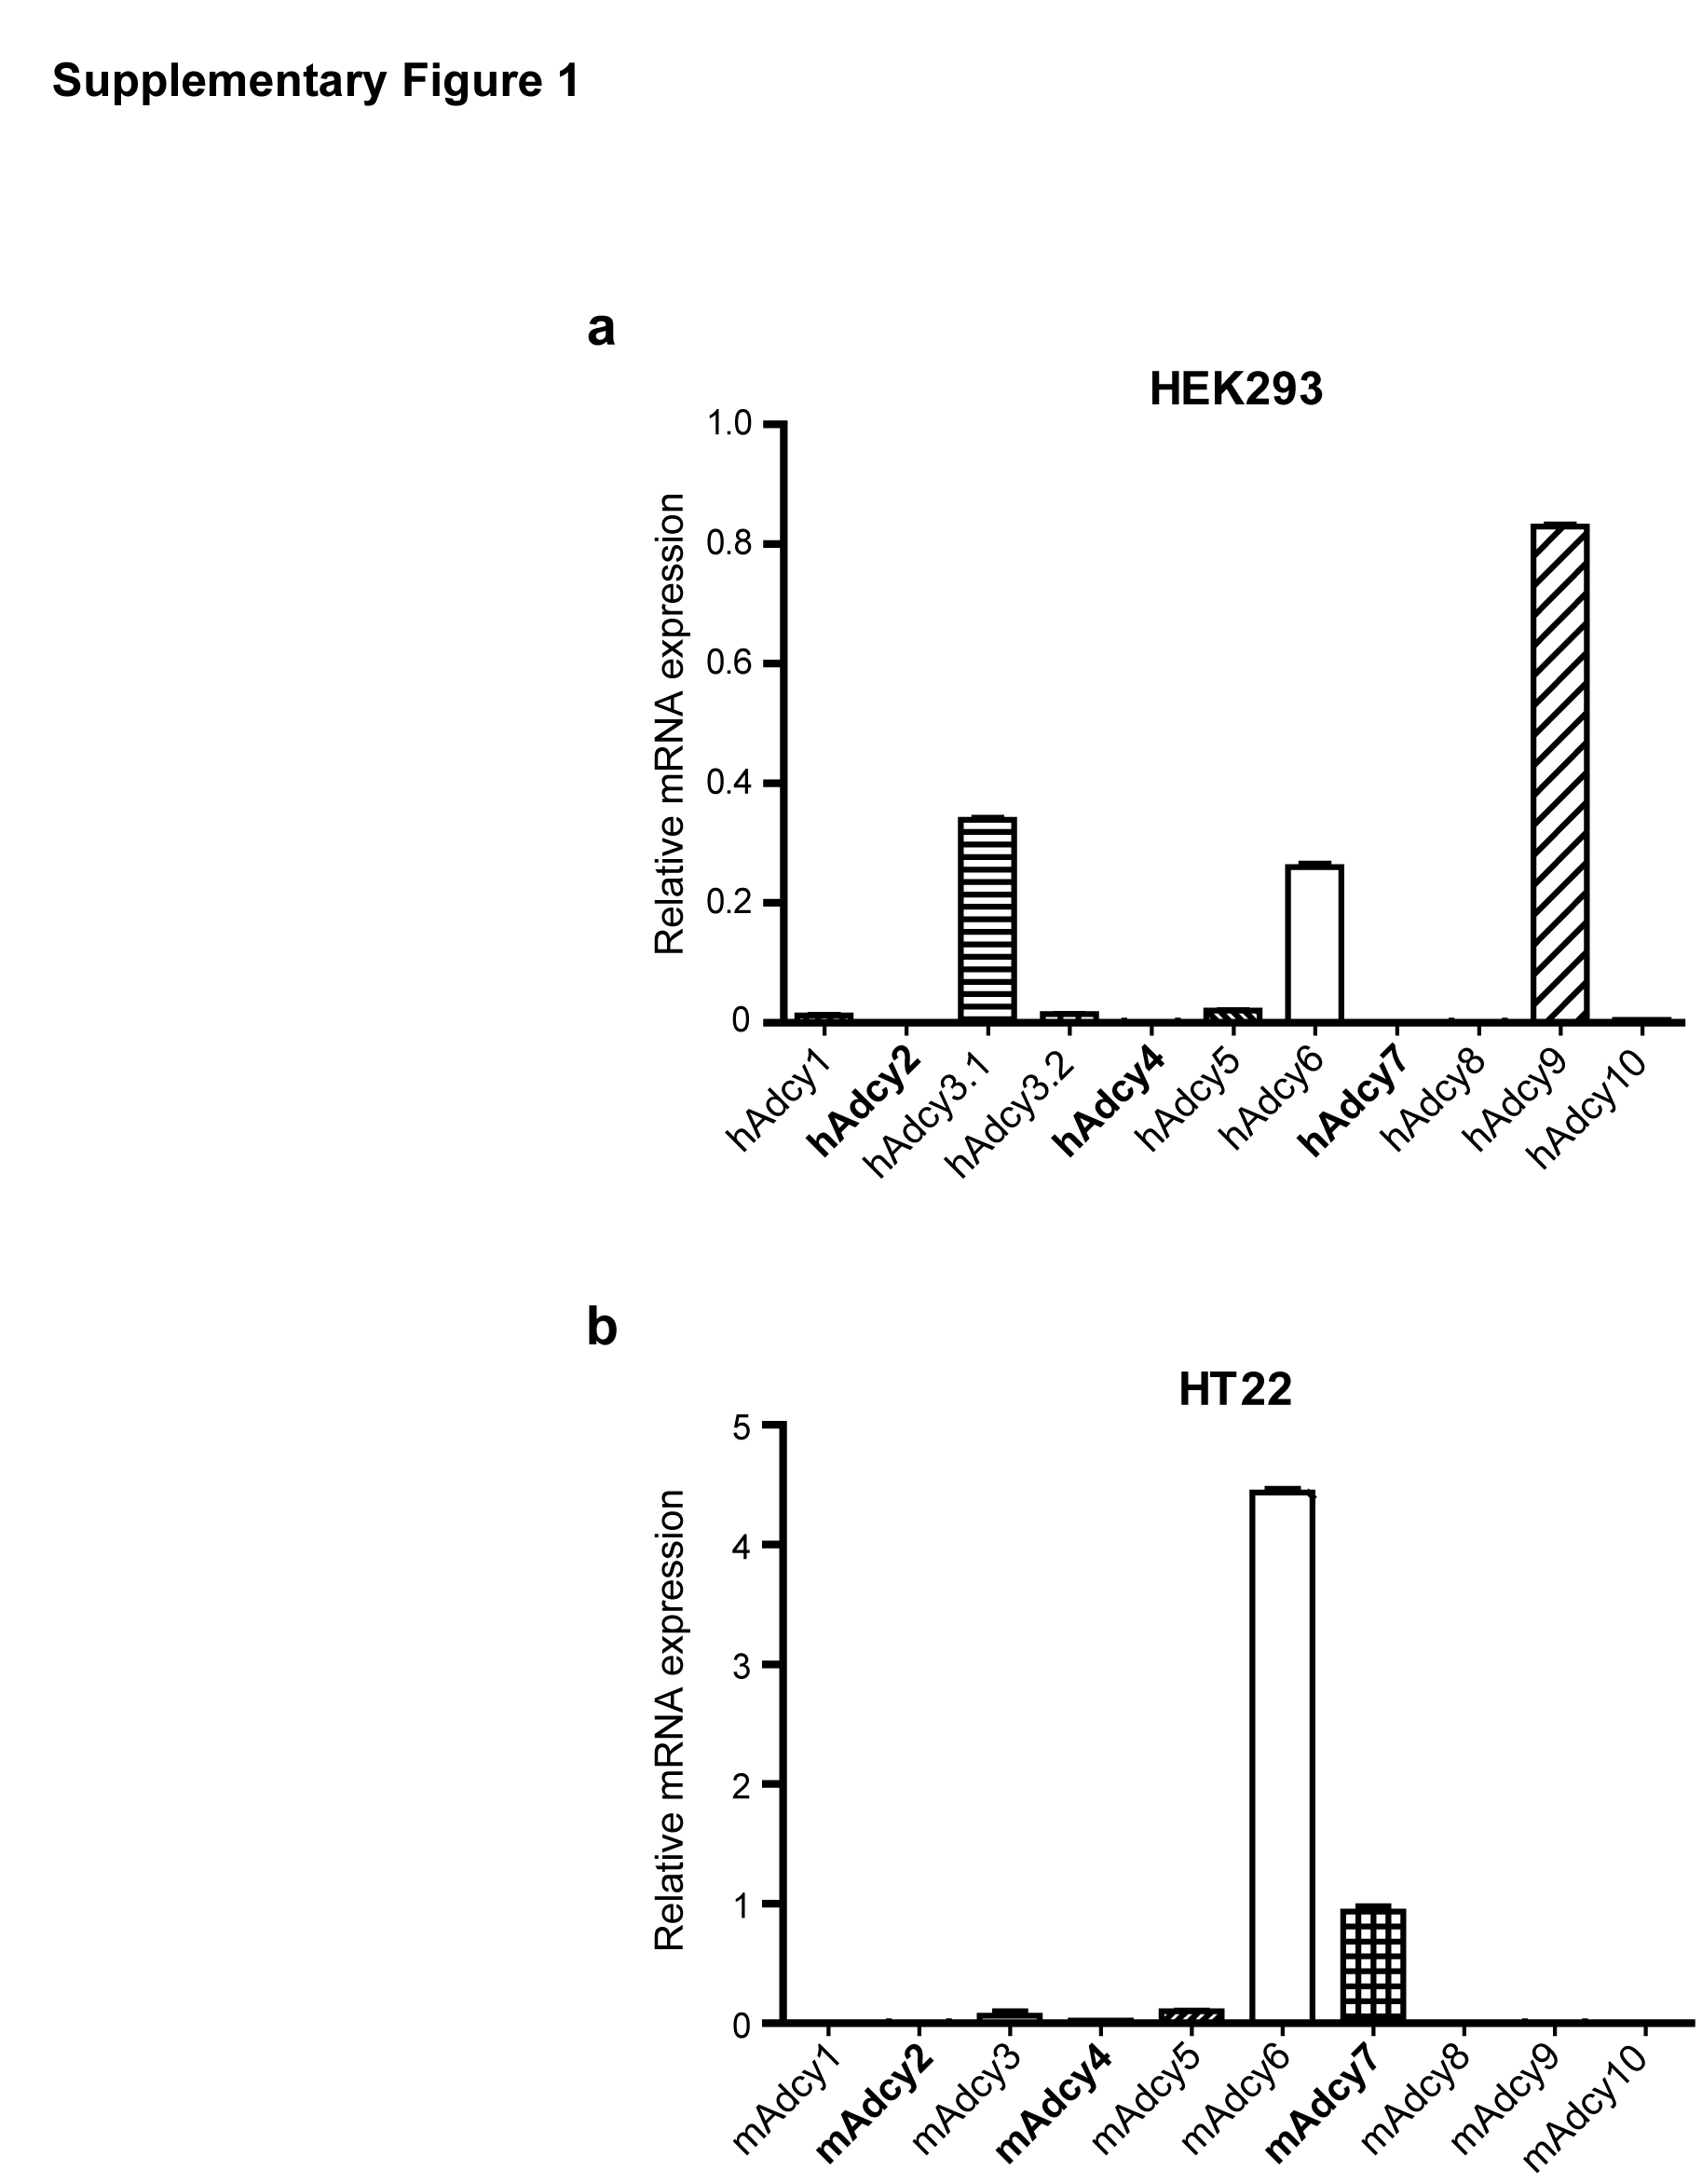

**Supplementary Fig. S1 Analysis of ADCY expression in HEK293 and HT22 cells.** Relative expression of human and murine ADCYs determined by RT-qPCR in HEK293 (a) and HT22 (b) cells. Group II ADCYS are depicted in bold.

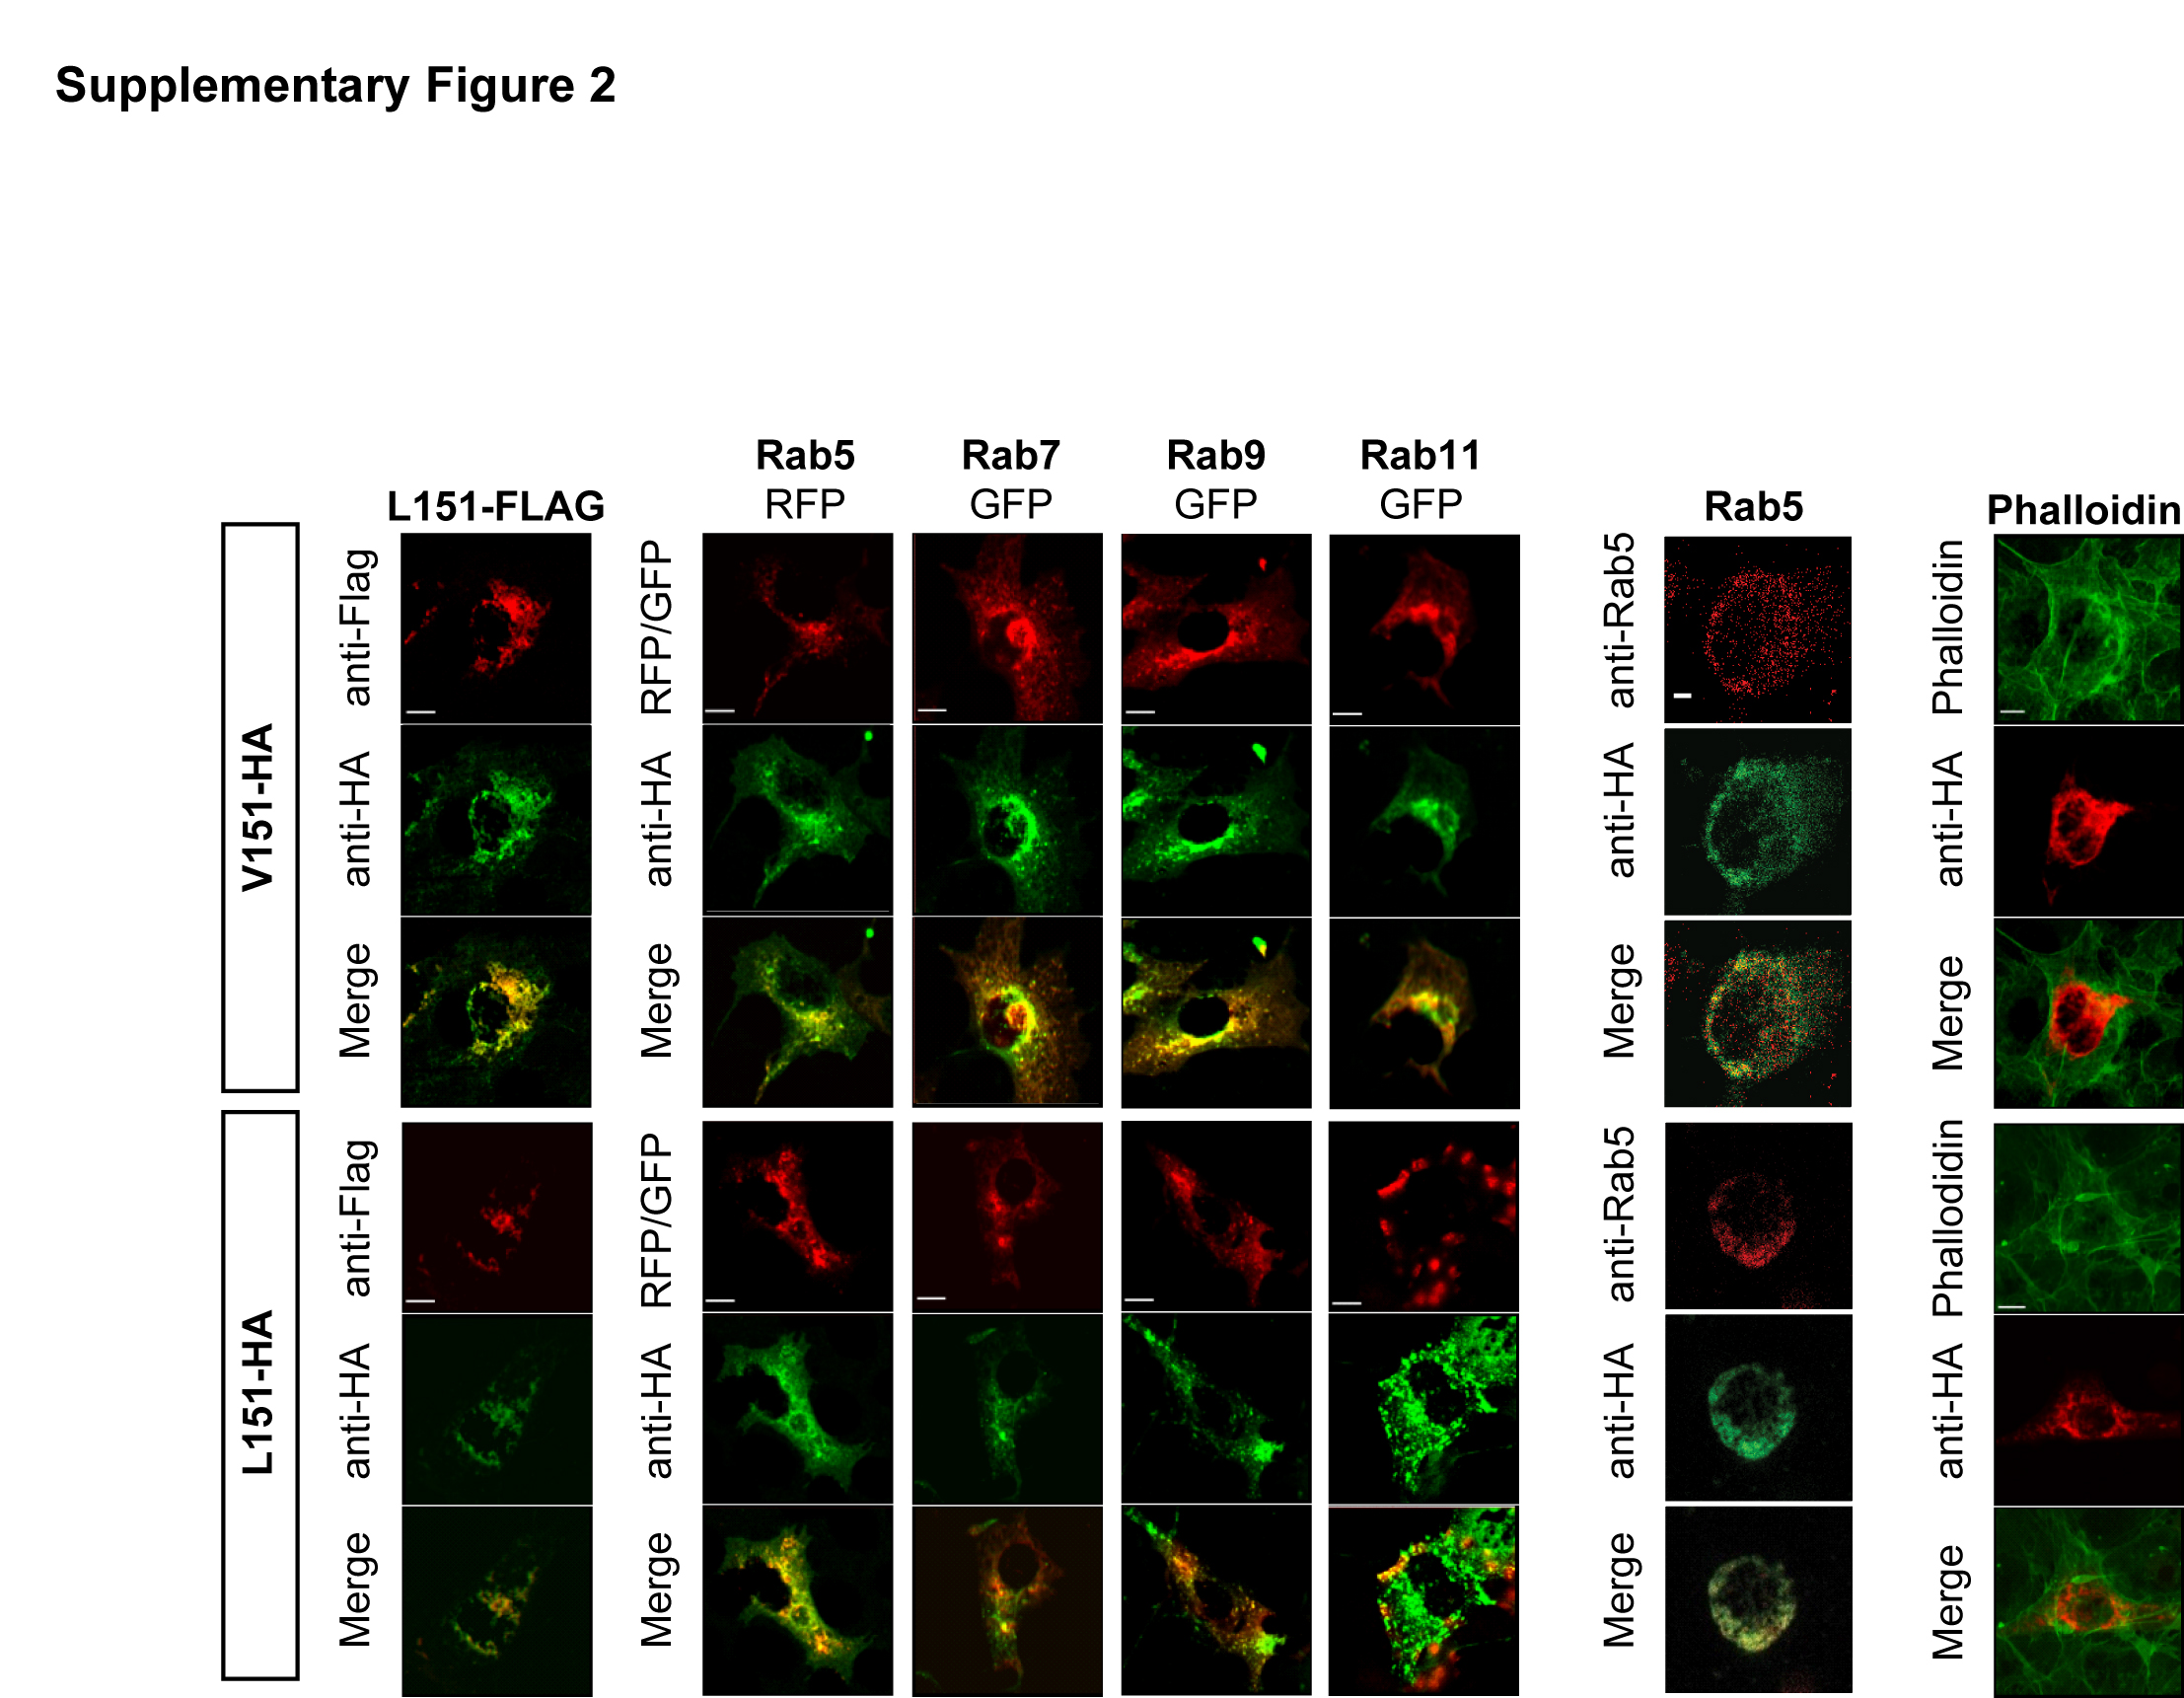

**Supplementary Fig. S2 Subcellular localization of ADCY2 variants in comparison to different markers of subcellular compartments.** Representative photomicrographs COS-7 cells transiently transfected with HA-tagged variants of ADCY2-V151 (top rows) or ADCY2-L151 (bottom rows). Cells were co-transfected with a FLAG-tagged variant of ADCY2-L151, fluorescently tagged (from left to right) Rab5 (early endosome), Rab7 (late endosome, transport from early to late endosomes and from late endosome lysosome), Rab9 (late endosome, transport from late endosomes to the trans-Golgi network) and Rab11 (recycling endosome) or stained against endogenous Rab5 and phalloidin (cell membrane). The detailed quantification of the co-localization of ADCY2 variants with each other and with makers for different subcellular compartments are depicted in Figure 2g-j.

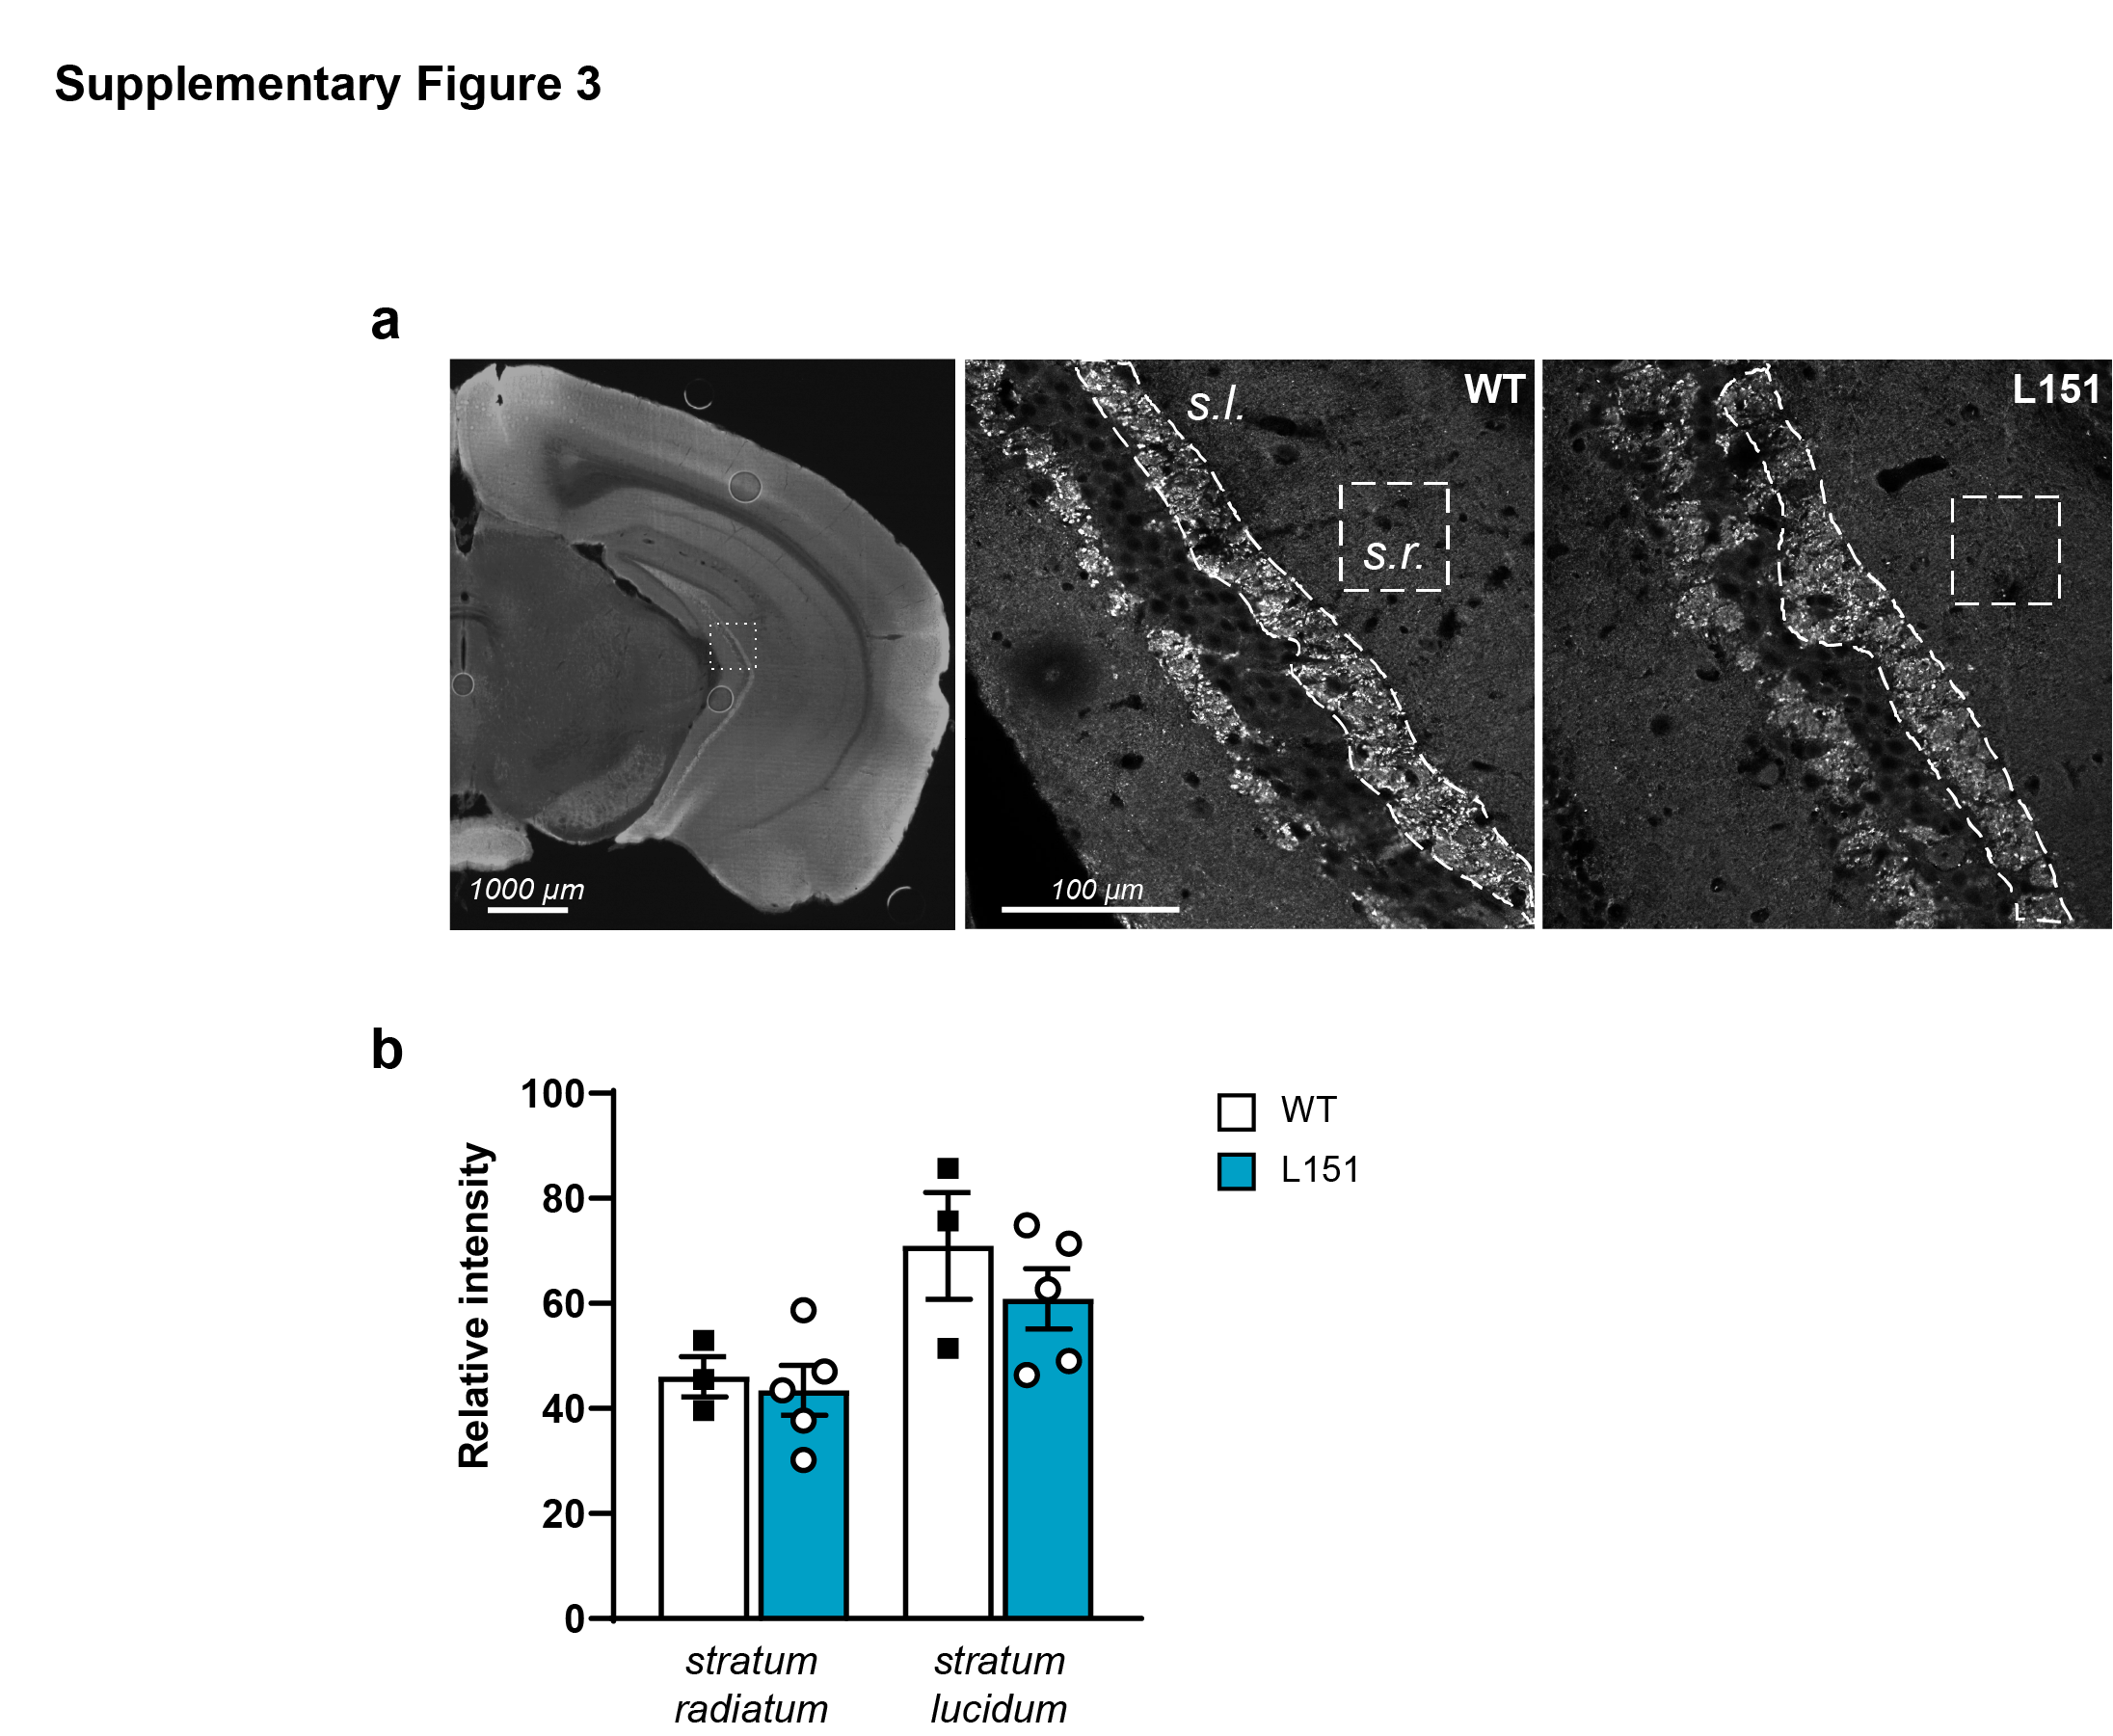

**Supplementary Fig. S3 Quantification of synapsin 1 (SYN1) expression in the ventral hippocampus. a** Right, overview showing the ventral hippocampus and the area used for quantification. Left, higher magnifications depicting the regions in the *stratum radiatum* (*s.r.*) and *stratum lucidum* (*s.l.*) which were used for quantification. **b** Quantification of SYN1 expression.

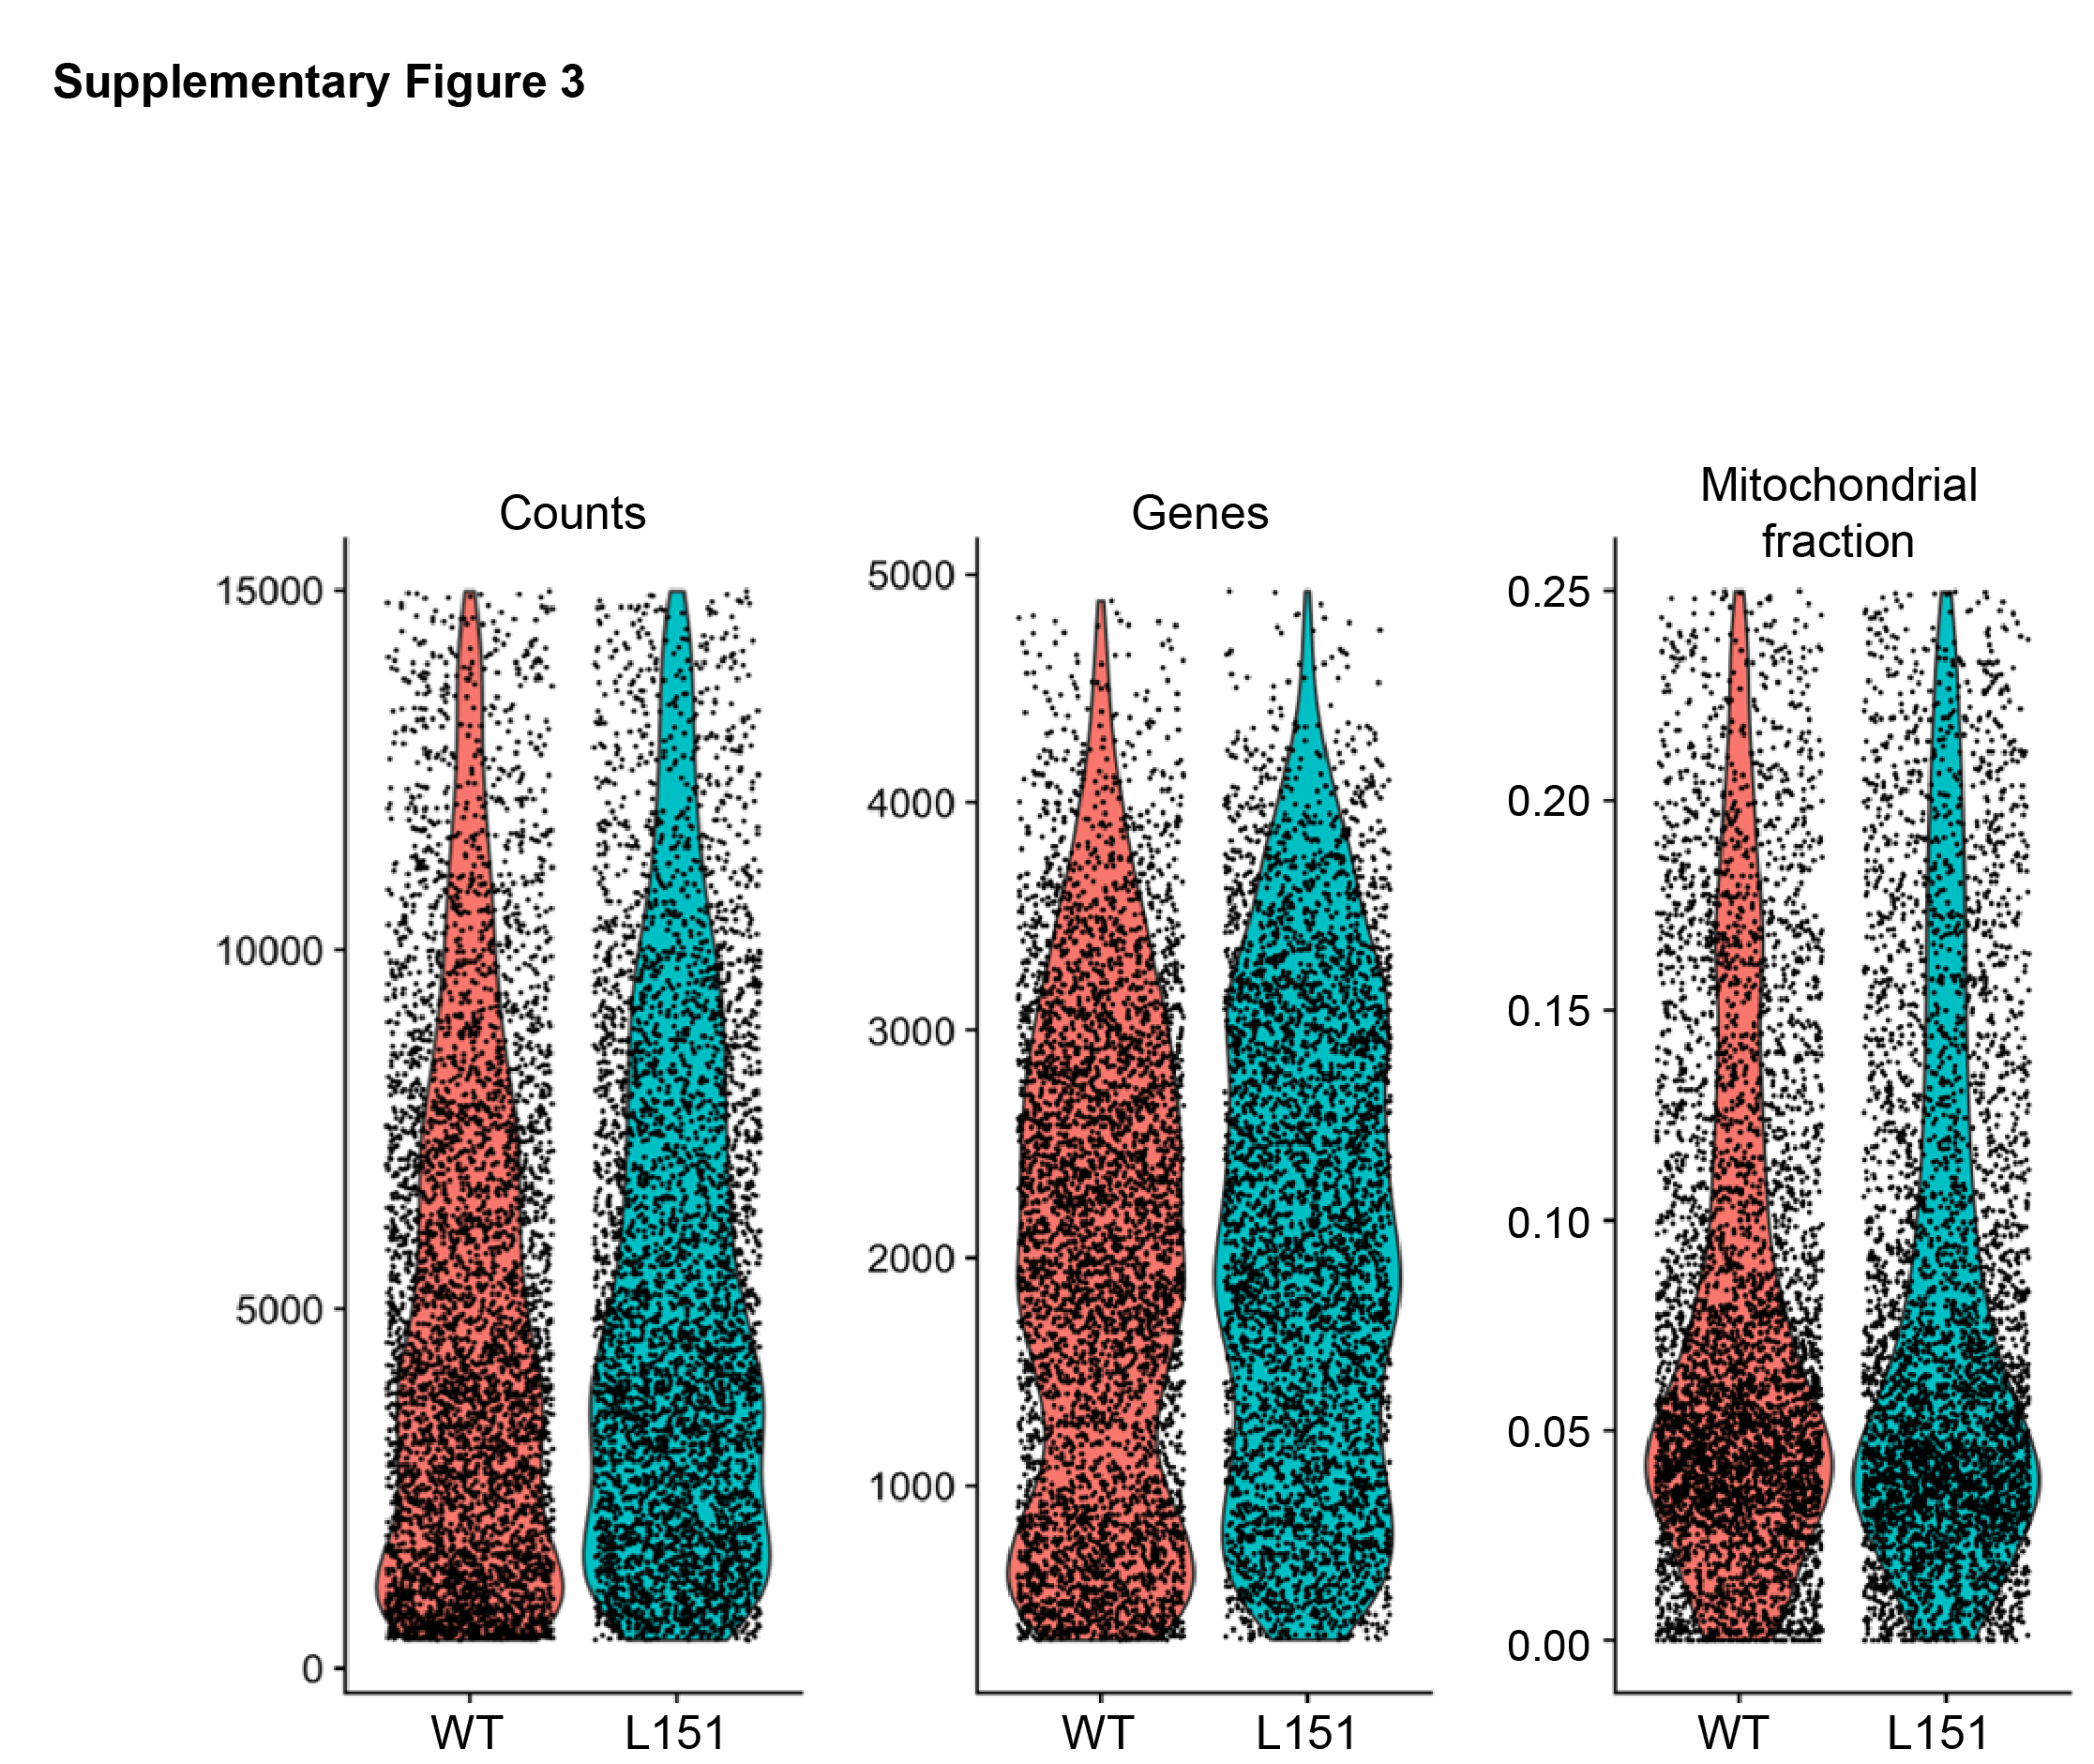

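Cells with few genes were not equally frequent in the libraries. Fewer than 600 genes were detected in 7.10% of WT cells (288 of 4055, 95% interval 6.33 to 7.94%) and in 11.8% of L151 cells (523 of 4422, 10.9 to 12.8%) of the deposited table. Fewer than 1000 genes were found in 15.7% of L151 and 4.04% of WT CA3 glutamatergic neurons. For DG glutamatergic neurons the values were 3.47% in L151 and 4.75% in WT. Under 500 genes, the excess in L151 lies largely among CA1 glutamatergic neurons. Of the cells with fewer than 500 genes, 42 in WT and 187 in L151 belong to the CA1 cluster Neu_CA1_2, and 122 in WT and 180 in L151 to all other clusters together, which is 3.01% of the WT and 4.07% of the L151 library.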

**Supplementary Fig. S4 Quality Control (QC) plots.** Violin plots showing the distribution of the number of counts, genes, and the percentage of mitochondrial fraction in the vHPC subjected to scRNA-Seq.

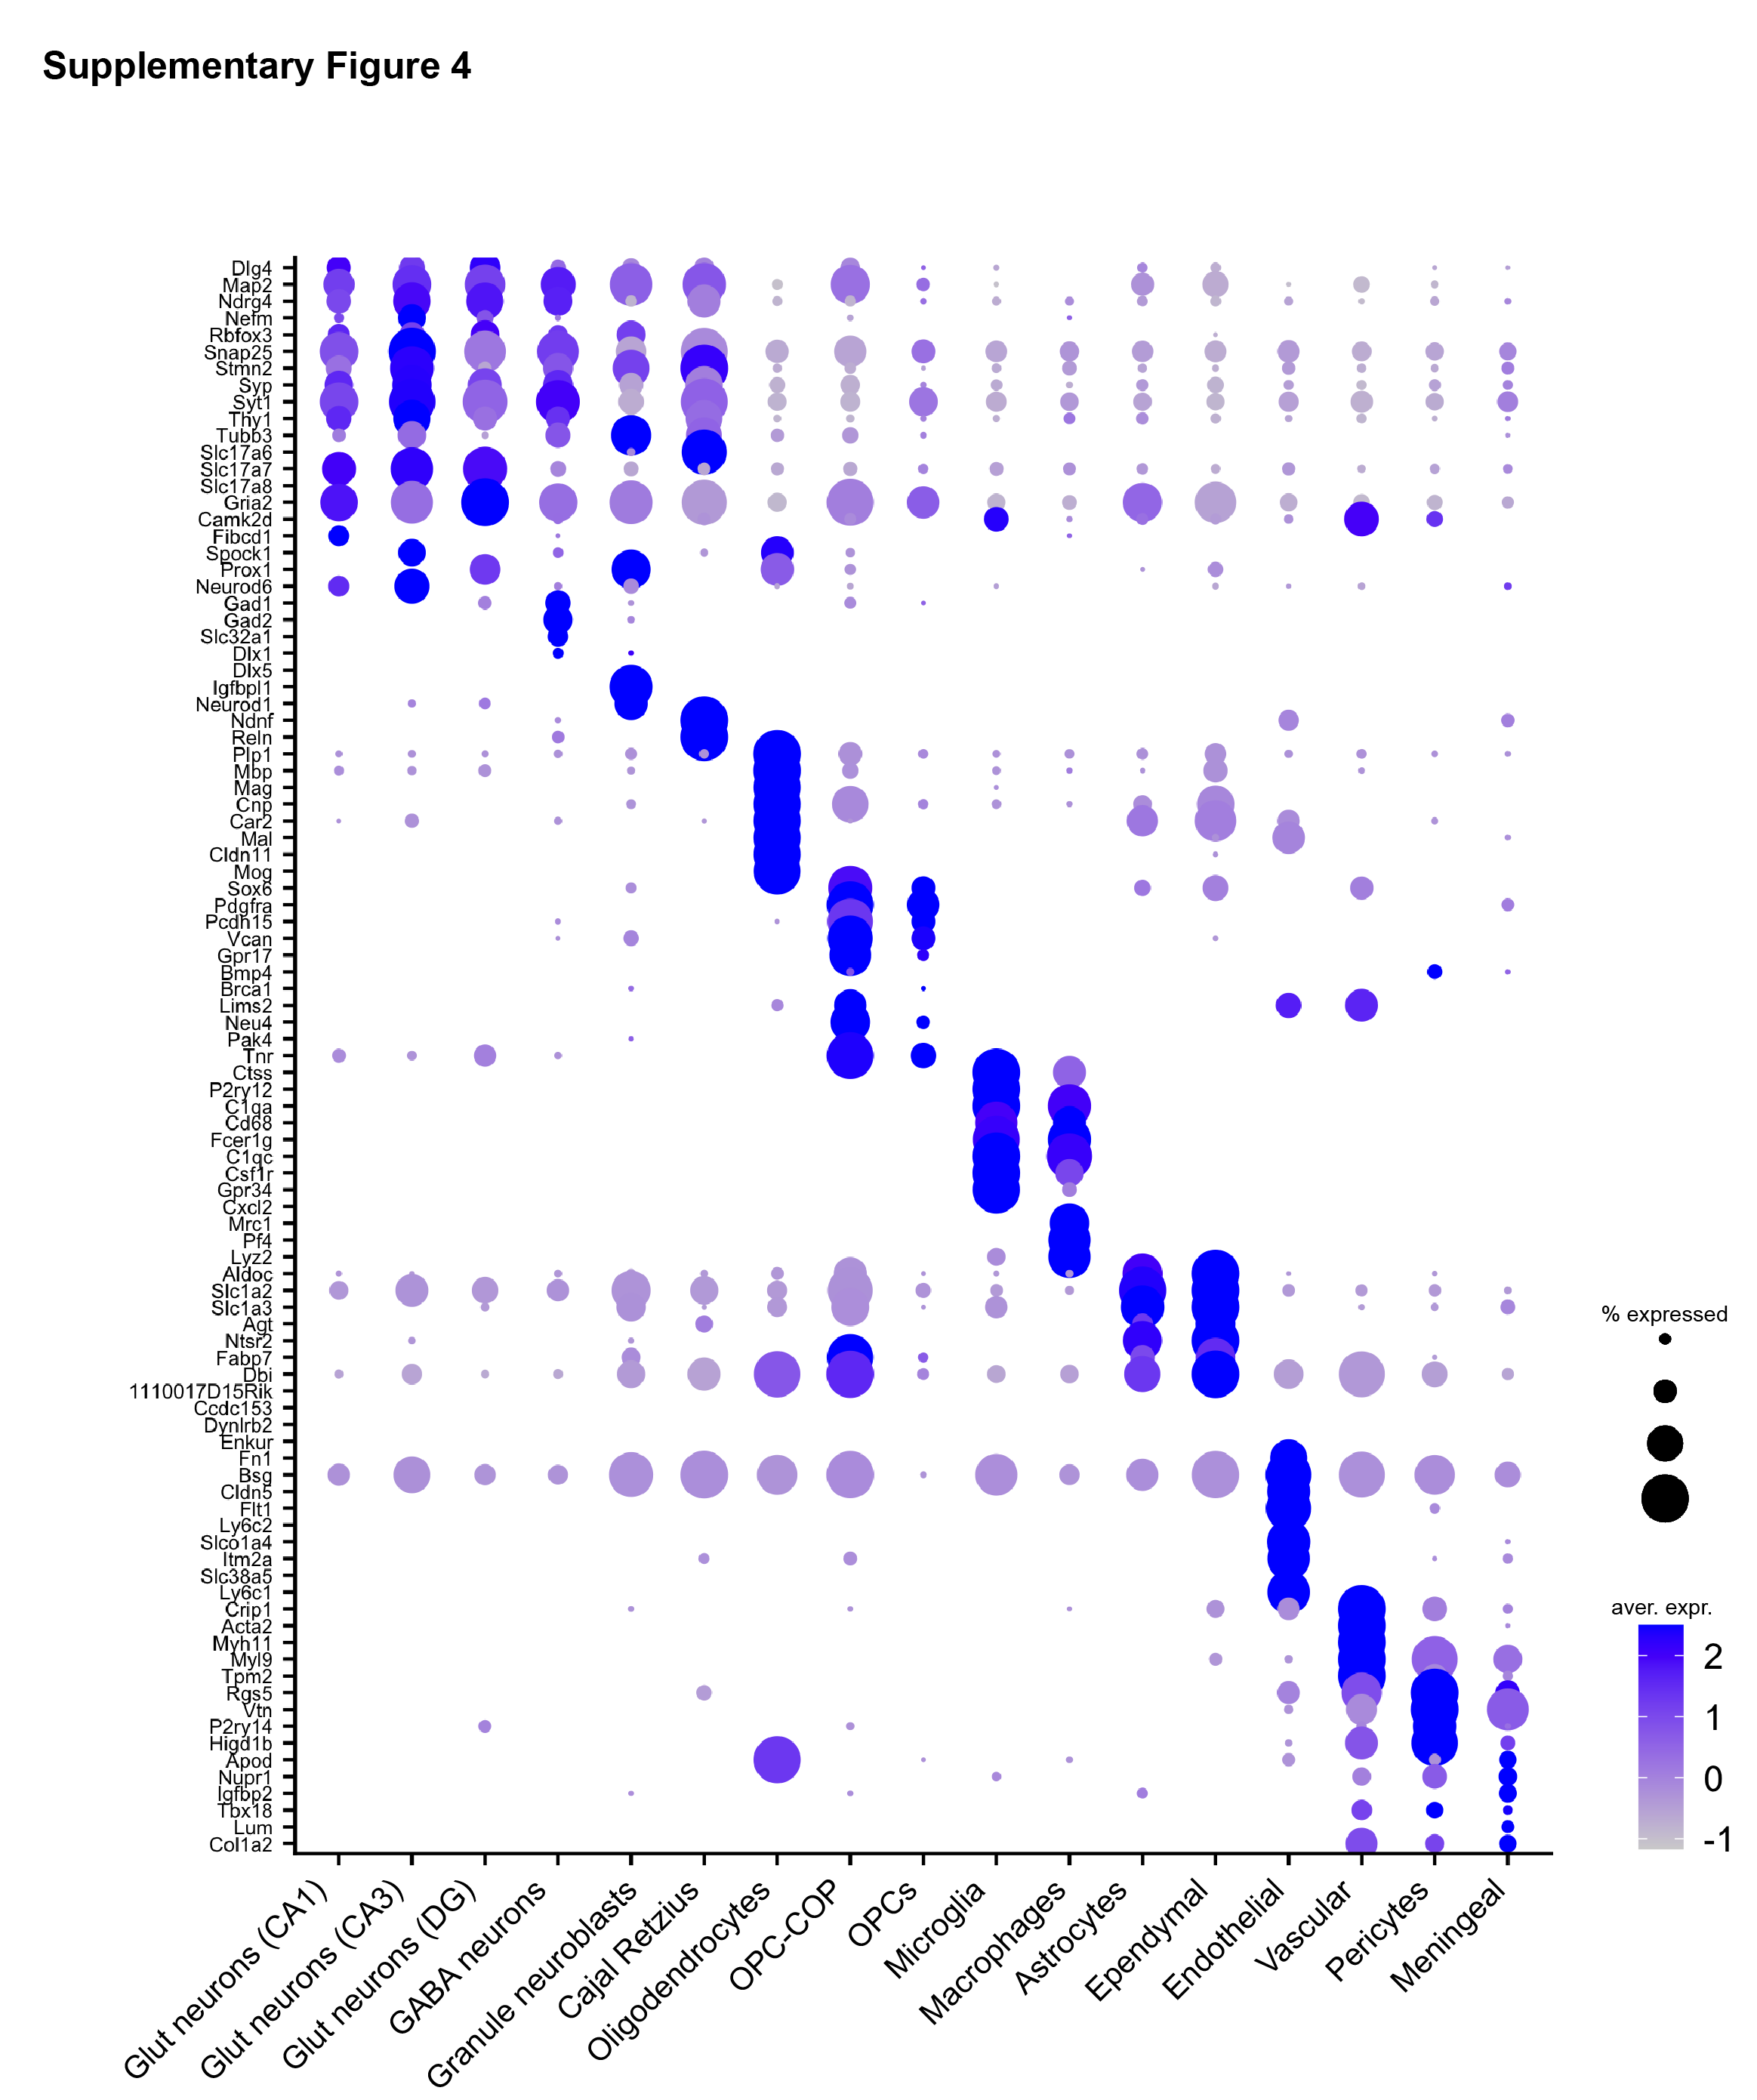

**Supplementary Fig. S5 Identification of cell clusters in the ventral hippocampus.** The plot shows marker genes (left) for each cell cluster (bottom), with the size of the dot corresponding to the percentage of cells within the cell population expressing the respective gene. The brightness of the color represents the average expression level across all cells within the cluster (dark blue: expression = 2, light grey: expression = -1).

**
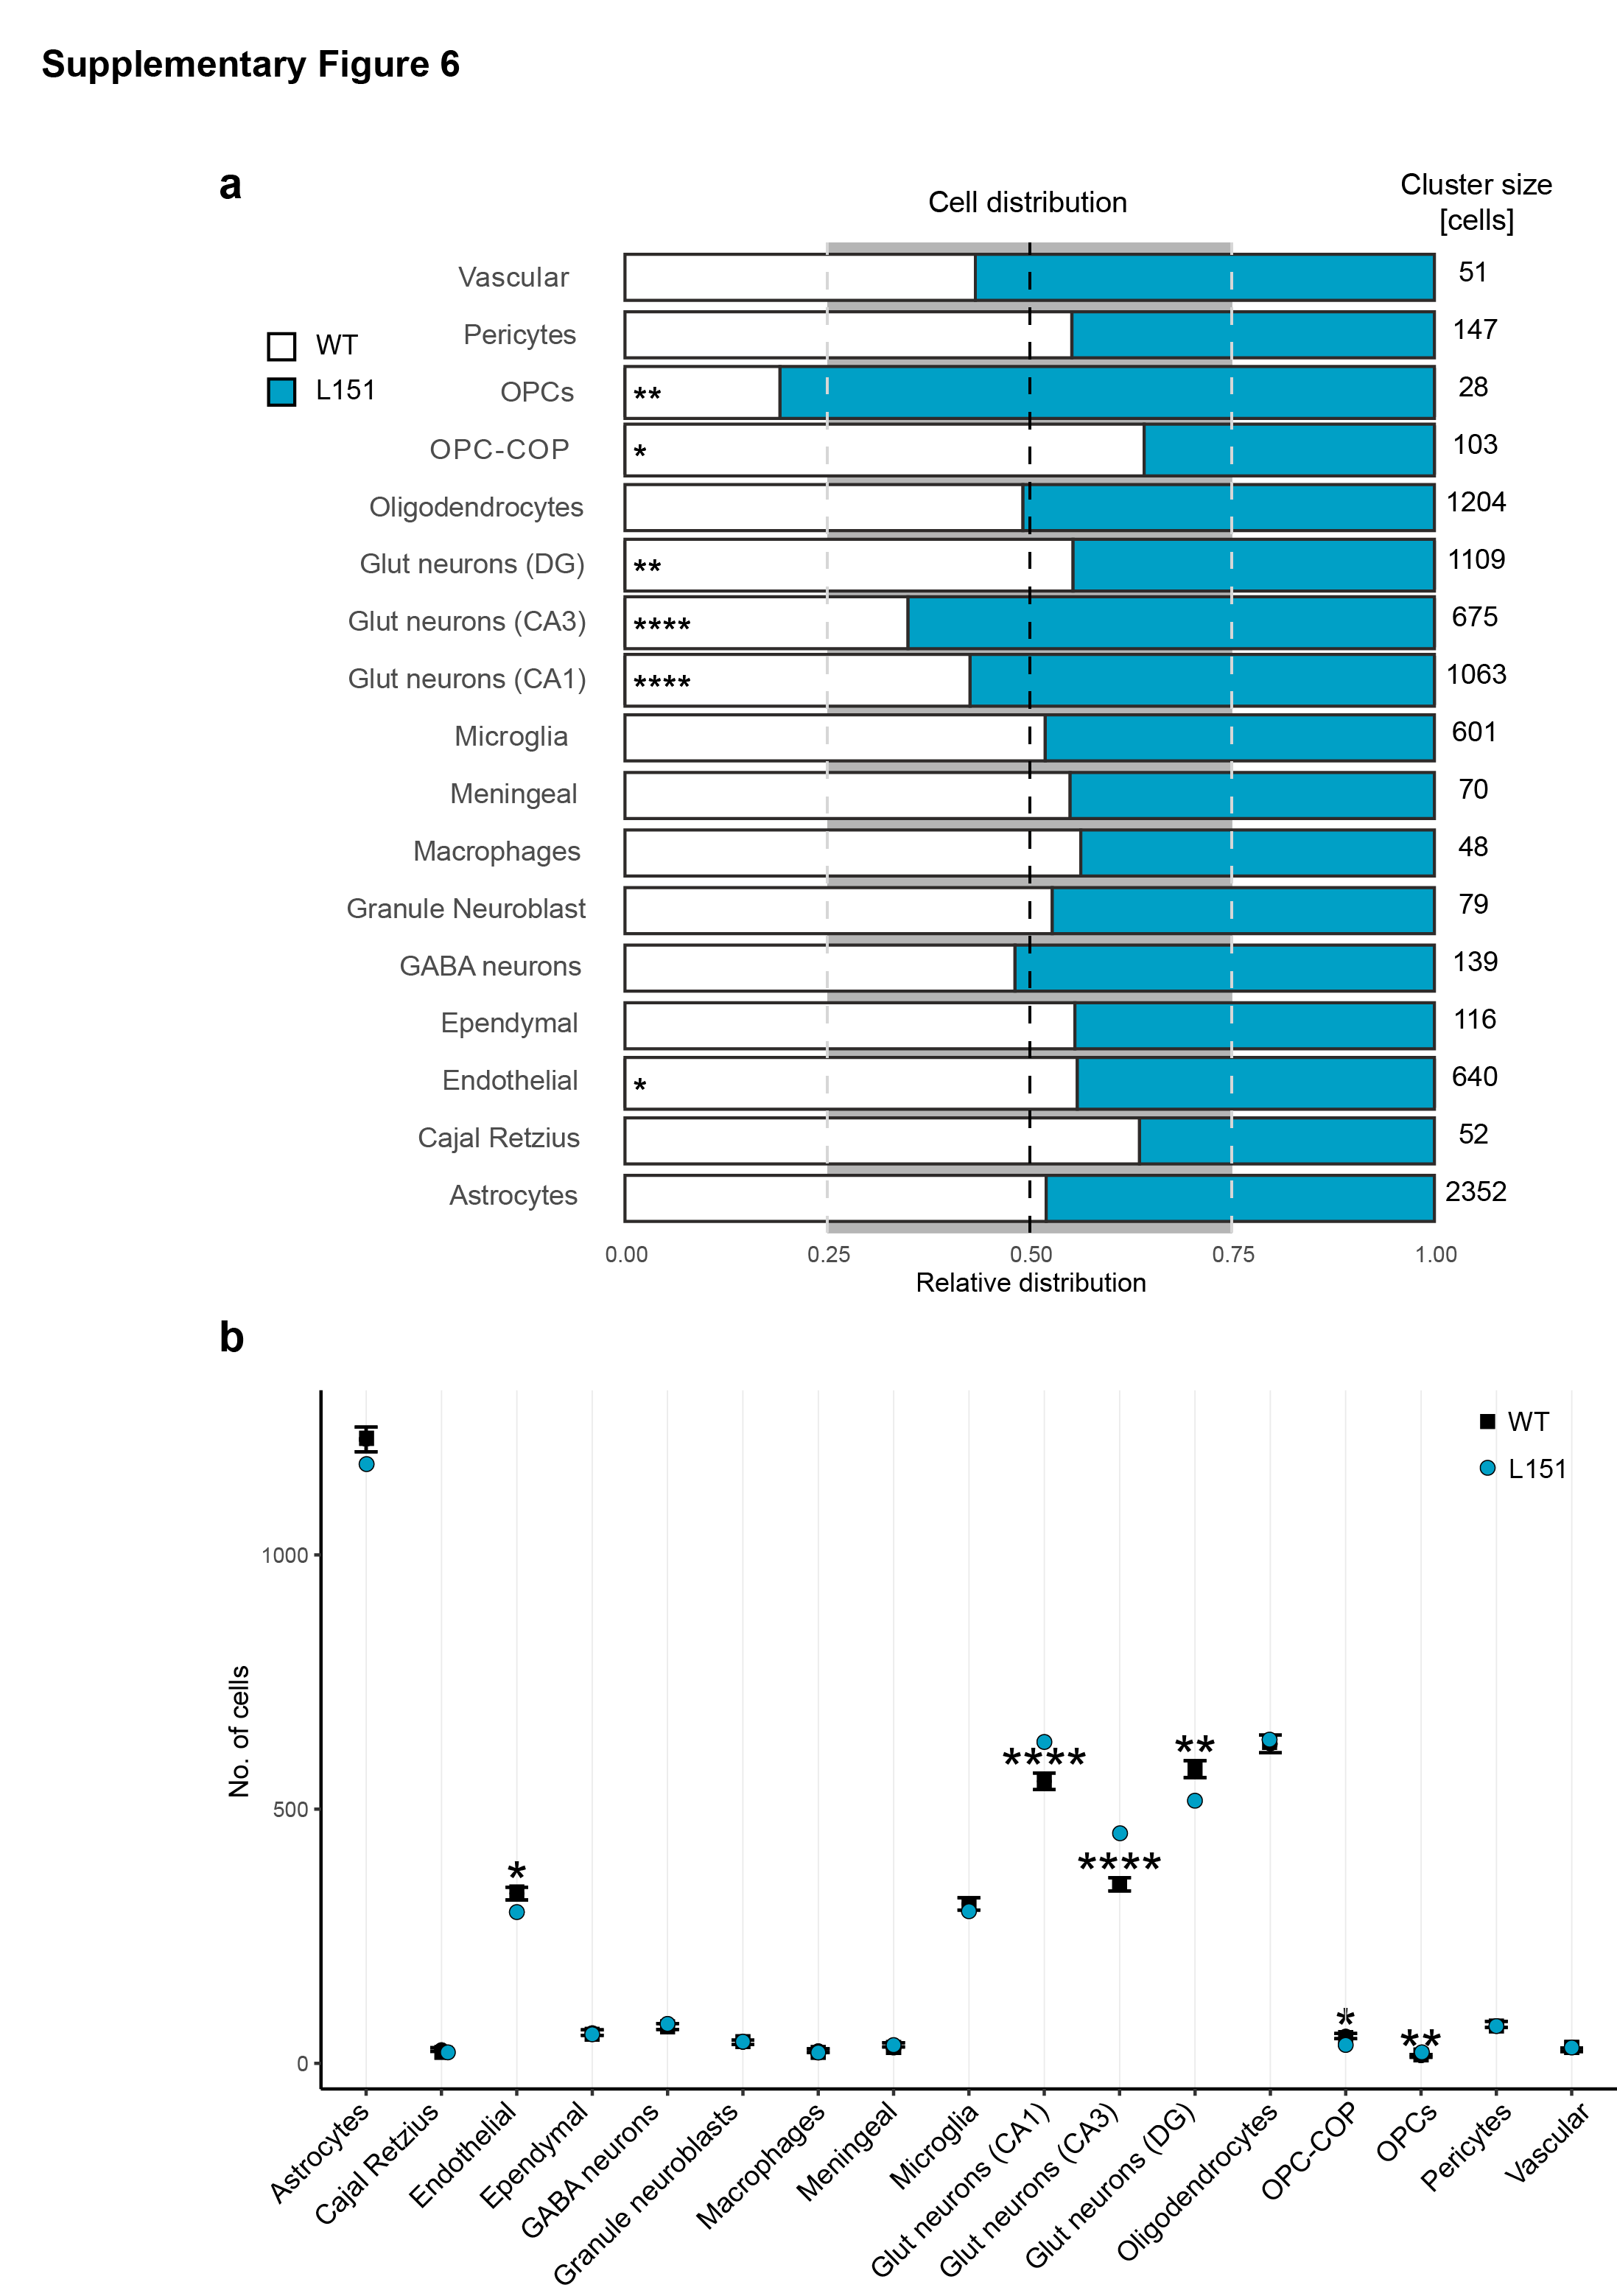
**

**Supplementary Fig. S6 Analysis of the distribution of WT- and L151-derived cells in each cluster. a** Bar plot showing normalized distributions of cells from WT and L151 mice in each cluster analyzed by Fisher t-test. The number of cells in each cluster is provided at the right. **b** Graphical visualization of the absolute numbers of WT and L151 cells in each cluster analyzed by binominal test. Both tests revealed that clusters of endothelial cells, glut neurons (CA1, CA3, DG), OPC-COP and OPCs deviate from the expected balanced distribution. * p < 0.05, ** p < 0.01, p < 0,0001.

**Supplementary Table 1**

Predicted genomic off-targets of sgAdcy2-a and sgAdcy2-b

|  | **Target sequence PAM** | **Chromosome** | **Position*** | **Direction** | **Localization** | **Algorithm** |
| --- | --- | --- | --- | --- | --- | --- |
| **sgAdcy2-a** |  |  |  |  |  |  |
| On target | CCATGCTTCCCTTCAACATG AGG | Chr13 | 69,036,182 | - | *Adcy2* | *CRISPRscan & Cas-OFFinder* |
| Off-a1 | CCATGCTTgCCTTtAACATG AGG | Chr2 | 126,265,547 | + | *Atp8b4* | *CRISPRscan* |
| Off-a2 | CCATGCTTCCCTTCAACAcc AGG | Chr13 | 31,462,773 | - | *intergenic* | *CRISPRscan & Cas-OFFinder* |
| Off-a3 | CCATcCTTCCCTTCAACATa AGt | Chr17 | 27,770,978 | + | *intergenic* | *CRISPRscan* |
| Off-a4 | CtcTGCTTCCCTTCAACATG CtG | Chr17 | 43,047,680 | - | *Adgrf2* | *CRISPRscan* |
| Off-a5 | CCATGCTTCCCTTCcACAgG CtG | Chr17 | 45,423,118 | + | *Supt3* | *CRISPRscan* |
|  |  |  |  |  |  |  |
| **sgAdcy2-b** |  |  |  |  |  |  |
| On target | AGGAAGAATGACACCTGTGG AGG | Chr13 | 69,036,225 | + | *Adcy2* | *CRISPRscan & Cas-OFFinder* |
| Off-b1 | gGGAAGAATGACtCCTGTGG TGG | Chr5 | 73,265,885 | + | *Fryl* | *CRISPRscan & Cas-OFFinder* |
| Off-b2 | AGGAAGAATGAgACCTGgGG CaG | Chr5 | 144,090,815 | + | *Lmtk2* | *CRISPRscan* |
| Off-b3 | AGGAAGAATGACACCTGaGG TtG | Chr6 | 91,429,743 | + | *intergenic* | *CRISPRscan* |
| Off-b4 | AGGAAGAATGcCACCTGaGG TGt | Chr8 | 11,9438,925 | + | *Cdh13* | *CRISPRscan* |
| Off-b5 | AGGAAGAAaGACACCTGaGG CaG | Chr11 | 89,001,172 | - | *intergenic* | *CRISPRscan* |
| Off-b6 | AGGAAtgATGACACCTGTGG GtG | Chr13 | 40,367,415 | - | *Ofcc1* | *CRISPRscan* |
| Off-b7 | AGGAAGAAccACACCTGTGG AGa | Chr13 | 54,481,869 | + | *Gm48622* | *CRISPRscan* |
| Off-b8 | AGGAAGgATGACACCTGaGG GcG | Chr14 | 22,619,458 | + | *Lrmda* | *CRISPRscan* |
| Off-b9 | AGGAAGAATGACACCTGaGG TtG | Chr19 | 47,605,666 | + | *Slk* | *CRISPRscan* |
| Off-b10 | AGGAgGAATGACACCTGaGG TGG | ChrX | 70,606,891 | + | *intergenic* | *CRISPRscan &Cas-OFFinder* |

Used algorithms: CRISPRscan (<https://www.crisprscan.org/>), Cas-OFFinder (<http://www.rgenome.net/cas-offinder>). * Positions according to Ensembl genome assembly GRCm39. The PAM sequences (NGG) is shown in blue color and mismatched sequence to each on-target site are shown in red color respectively.

**Supplementary Table S2**

**Genes differentially expressed in cell types of the vHPC of WT and L151 mice.**

FC: fold change; Padj.: adjusted P value

How the deposited data were processed for this re-analysis (not part of the article)

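Single cells of the ventral hippocampus of adult male mice were captured with the droplet-based 10x Genomics system, and the deposited table holds 1 WT and 1 L151 library. The authors counted UMIs per cell with Cell Ranger 3.0.2 on the mouse genome mm10, as named in the submitters' processing notes, and the deposited counts are whole-number totals over all genes, not normalized. The gene number of a cell is the number of genes with at least 1 UMI. The mitochondrial percentage was made by the authors as the percent of a cell's UMIs from mitochondrial genes. The deposited doublet score is a value per cell that was not used for any result, and its scale is not given in the sources used here. Before deposit the authors excluded 1 sample per genotype, removed doublets with scran and removed blood cells and droplets with fewer than 320 or more than 5000 genes or over 25% mitochondrial content. They then clustered the cells with Seurat 3.1.3 on 25 principal components at a resolution of 1.2 and named 33 clusters and 17 main cell types by marker genes. These cluster and type names were used as deposited. All 8477 cells were used, and 0 columns of per-sample values were left without a sample.

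From the table, cell numbers, shares of cells and medians of UMIs, genes and mitochondrial content were computed per library, main cell type and cluster with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Each share has its exact Clopper-Pearson 95% interval. The L151/WT ratio of shares has the interval that follows from the exact binomial interval of the L151 part of the type's cells. The intervals reflect the number of cells only, since each genotype has 1 library, and no test between genotypes was made. The calculation was tested on simulated data: in 500 simulated pairs of libraries with 17 types, 96.7% of the intervals held the true ratio. The depth per library was 22049587 UMIs for WT and 22276085 for L151.

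The sgRNAs and primers were placed on the transcripts and gene annotation of GENCODE M21 (GRCm38), and both guides were compared with all annotated transcripts on both strands with up to 3 mismatches. In a test of this search on simulated sequences, 45 of 45 planted sites were found. The genome sequence was not used here, so introns and intergenic sites were not searched. The positions in Supplementary Table 1 follow another genome build and were compared only as distances and sequences.

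All 17 main cell types are named, with the clusters of the 6 types that the study calls different. Clusters of astrocytes, oligodendrocytes, microglia and GABAergic neurons are named in the closing section and were chosen after their values were seen. Genes named are Adcy2, genes listed for 3 or more cell types in Supplementary Table 2, members of gene groups chosen after that table was seen, and genes that hold a match of a sgRNA. These groups are cytosolic heat-shock proteins and co-chaperones, endoplasmic reticulum chaperones and foldases, metallothioneins, and non-coding RNAs together with genes of clone-based names, and 1 further group is not reported here. The log fold changes of that table are the paper's.

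The types, the intervals and the preset alternatives were fixed before the data were examined. The alternatives were minimums of 500 and 1000 genes and of 1000 UMIs per cell, a maximum of 10% mitochondrial content, other denominators of the shares, cell numbers without correction for library size, each type without its largest cluster, a minimum of 50 in place of 25 cells per genotype, and finer clusters in place of main types. Leaving out Neu_CA1_2 or all clusters with a median under 1000 genes, counting OPCs and OPC-COP as 1 class, searching transcripts in place of the genome, and the alternatives for the depth of CA1 cells were chosen after the data were seen. Counts per gene, differential expression, Adcy2 expression and pathway enrichment were not analysed here.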

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

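The tests on CA1 glutamatergic neurons alone, on Neu_CA1_2, on the depth of CA1 cells and on cell number were chosen only after the results were seen, as was the choice to rest the test of a single cluster on CA3, and the other tests below were set before.

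The CA1 clusters Neu_CA1_1 and Neu_CA1_2 drew attention because their L151/WT ratios of shares, 0.789 and 2.97, lie on opposite sides of 1 with counting intervals that leave out 1, although both belong to CA1 glutamatergic neurons. The astrocyte clusters Astrocytes_4 and Astrocytes_5 lie apart in the same way, with ratios of 1.69 (1.02 to 2.87) and 0.570 (0.323 to 0.985), at 46 and 23 L151 cells. The difference between the clusters of a type was not tested, since each genotype has 1 library. The depth per cell type, which the paper does not report, drew attention in CA1 glutamatergic neurons, with an L151/WT ratio of median UMIs of 0.404, and in macrophages, with a ratio of 0.639 over 22 L151 and 26 WT cells. These differences were not tested either.

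CA1 and CA3 glutamatergic neurons hold larger shares of the L151 library. As a cause for both types, unequally frequent droplets with few genes are argued against by CA3, whose ratio was 1.76 (1.48 to 2.09) with at least 1000 genes per cell. A single cluster as the source is argued against for CA3 by a ratio of 2.00 (1.31 to 3.10) without its largest cluster, while for CA1, whose largest cluster has a ratio under 1, leaving it out decides nothing. For CA1 alone, a ratio of 0.982 with at least 1000 genes per cell is consistent with a larger number of shallow CA1 droplets in the L151 library as the source of the difference, and the ratio of 1.00 without Neu_CA1_2 adds no separate test, since this cluster was picked for its ratio and holds largely the same cells. Why these droplets are more frequent was not tested, and both the genotype and the separate preparation of the libraries stay open for CA1 and for CA3.

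CA1 glutamatergic neurons are also the type with the most differentially expressed genes in the paper's table. The number of cells as the cause is argued against by astrocytes. The lower of their ratios of cell numbers to CA1 in the libraries is 1.87, and they have fewer listed genes. The gap in depth stays open. The ratio of median UMIs of 0.404 in CA1 lies farther from 1 than in any other type with at least 25 cells per genotype. But CA3, the next with 0.795, has 2 listed genes and oligodendrocytes, with 0.896, have 20 in the copy used here. The gap goes largely with the mix of clusters. Without the shallow cluster Neu_CA1_2, which holds 266 of the L151 and 82 of the WT CA1 cells, the ratio was 0.981. What this mix does to the number of genes was not tested. With 1 library per genotype, depth, the mix of clusters and genotype cannot be separated. The paper's model took the number of UMIs as a latent variable, and whether this removes what the gap does to the number of genes was not tested. For the lower Malat1 and Meg3 in L151 CA1 cells of the paper's table, gene-poor CA1 droplets were not more frequent in WT, with 24.8% of WT and 49.1% of L151 CA1 cells under 1000 genes, and how their excess in L151 bears on these RNAs was not tested, since the RNA content of such droplets was not analysed here.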

How the results depend on the processing

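Leaving out Neu_CA1_2 or all clusters with a median under 1000 genes, merging OPCs with OPC-COP, the transcript search and the alternatives for CA1 depth were chosen only after the results were seen. Of 51 preset alternatives for the L151/WT ratios of shares of the 6 types, 50 kept the direction and 42 stayed within the counting interval of the reported ratio. In 12 of the 51 the alternative's own interval includes 1, which no reported ratio of these types does: 3 for CA1, 3 for DG glutamatergic neurons, 4 for endothelial cells and 2 for OPCs. The ratios ranged from 1.57 to 2.03 for CA3 glutamatergic neurons, from 0.699 to 0.982 for DG glutamatergic neurons, from 0.765 to 0.877 for endothelial cells, from 0.542 to 0.621 for OPC-COP and from 2.20 to 4.69 for OPCs. For CA1 glutamatergic neurons the ratio was 1.098 with at least 500 genes per cell, 0.982 with at least 1000 genes, 1.02 with at least 1000 UMIs, 1.67 with at most 10% mitochondrial content, 1.16 among neurons only and 2.08 without the largest cluster, and, as later choices, 0.960 without the clusters with a median under 1000 genes and 1.00 without Neu_CA1_2. The 10% limit bears unequally on the CA1 clusters, with a median mitochondrial content of 16.0% in Neu_CA1_1 and 0.555% in Neu_CA1_2. The CA1 value of 1.67 is therefore weighted toward Neu_CA1_2, whose own ratio is 2.97, and is no stricter check of the CA1 share. CA3 moved to 1.57 with at most 10% mitochondrial content, and DG glutamatergic neurons to 0.699 among neurons only and to 0.982 without the largest cluster. OPCs and OPC-COP as 1 class had a ratio of 0.824, against 4.22 for OPCs alone, and for OPCs no value was possible with at least 1000 genes per cell (2 L151 and 0 WT cells).

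With at least 500 genes, at least 1000 genes and at most 10% mitochondrial content, the medians over all cells were 4771.5, 5771 and 5316 UMIs, 2128, 2400 and 2292.5 genes and 6.03, 5.55 and 4.25% mitochondrial content, which follows from the cells left out. The L151/WT ratio of median UMIs over all cells went from 0.925 to 1.00 with at least 1000 genes. That of CA1 went from 0.404 to 1.04, or to 0.981 without Neu_CA1_2. These shifts toward 1 are partly built in, since the cells left out for few genes also have few UMIs. At least 25 cells per genotype were found in 13 main cell types and in 28 clusters, and in 12 main cell types with at least 1000 genes per cell. At least 50 cells per genotype were found in 10 main cell types. The sgRNAs matched transcripts of 2 genes, of 6 genes with up to 3 mismatches and of 4 genes with the PAM NGG, NNG or NGN. The cause of the other changes was not tested. The planned search of the whole genome for sgRNA matches was not run. No paired analysis was possible because each genotype has 1 library. With 5 WT cells of the OPCs and 22 L151 macrophages, cell number limits what can be said of the rare types.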

Differences from the paper's values

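For CA3 glutamatergic neurons, the number of WT cells drawn in the paper's Supplementary Fig. 6b is about 350, read by eye, and the deposited table holds 223 WT cells of this type. Of the alternatives set before the data were examined, none brings the values together: the numbers are 223 with at least 500 genes per cell, 214 with at least 1000 genes, 222 with at least 1000 UMIs and 153 with at most 10% mitochondrial content. For CA1 glutamatergic neurons the same panel draws about 560 WT cells, read by eye, and the table holds 431. For DG glutamatergic neurons and endothelial cells it draws about 580 and about 340 WT cells, read by eye, close to the 590 and 344 of the table. Multiplied by the L151 part of all cells, the totals of the types give 352 for CA3 and 555 for CA1. The same product is 579 for DG glutamatergic neurons and 334 for endothelial cells, so all of these lie near the numbers drawn.

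Supplementary Fig. 4 draws the wider part at low gene numbers and the lower maximum for the sample named WT. In the deposited table it is the L151 library that has more cells with fewer than 600 genes, 11.8% against 7.10%, and the lower maximum, 4883 genes against 4927 in WT. The WT parts of the bars in Supplementary Fig. 6a run the same way as the deposited table for CA1, CA3 and OPCs. The paper's text gives a binomial test for Supplementary Fig. 6a and a Fisher test for Supplementary Fig. 6b, and the legend gives them the other way round.

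The paper's Supplementary Table 1 places the off-target Off-a3 between genes, and its sequence was found in the annotated transcript of Gm49774, on chromosome 17 of GRCm38 from 27552005 to 27552024. The paper counts 71 differentially expressed genes. The copy of Supplementary Table 2 used here holds 70 rows, which name 58 genes, since some genes are listed for several types.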

Other observations

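No test in this part was chosen only after the result was seen, and the clusters of the other cell types were chosen for description after their values were seen.

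The L151/WT ratios of shares of the oligodendrocyte clusters were 1.11 (0.925 to 1.34) for Oligodendrocytes_1, 0.945 (0.758 to 1.18) for Oligodendrocytes_2, 1.13 (0.889 to 1.43) for Oligodendrocytes_3 and 0.767 (0.507 to 1.16) for Oligodendrocytes_4. Microglia_1 had a ratio of 0.947 (0.791 to 1.13) and Microglia_2 of 0.835 (0.560 to 1.24). Of the clusters of GABAergic neurons, GABA_1 had a ratio of 0.892 (0.548 to 1.45) and GABA_2, whose cells have fewer genes, of 1.32 (0.790 to 2.25). The 3 largest astrocyte clusters had ratios between 0.889 and 0.958. All of these counting intervals include 1, which leaves differences within them open, and those of Astrocytes_4 and Astrocytes_5 do not include 1.

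The mitochondrial content of CA3 glutamatergic neurons had a median of 8.99% in L151 and 8.14% in WT, and that of GABAergic neurons 11.2% and 14.4%. In OPCs it was 8.34% over 23 L151 cells and 2.93% over 5 WT cells. Oligodendrocytes had 4.45% and 4.44%.

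DG glutamatergic neurons and endothelial cells hold smaller shares of the L151 library. Since shares add up to a whole, the larger CA1 and CA3 shares could push these down. With CA1 and CA3 left out of the total, the ratios were 0.896 (0.795 to 1.01) for DG glutamatergic neurons and 0.877 (0.748 to 1.03) for endothelial cells, closer to 1 than 0.807 and 0.789, and the intervals include both 1 and ratios well below it. The push by the other types and a lower number of these cells cannot be told apart for these types, because the cells are too few and the libraries 1 per genotype. An effect of the genotype was not tested.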
